# Functional multi-organelle units control inflammatory lipid metabolism of macrophages

**DOI:** 10.1038/s41556-024-01457-0

**Published:** 2024-07-05

**Authors:** Julia A. Zimmermann, Kerstin Lucht, Manuel Stecher, Chahat Badhan, Katharina M. Glaser, Maximilian W. Epple, Lena R. Koch, Ward Deboutte, Thomas Manke, Klaus Ebnet, Frauke Brinkmann, Olesja Fehler, Thomas Vogl, Ev-Marie Schuster, Anna Bremser, Joerg M. Buescher, Angelika S. Rambold

**Keywords:** Energy metabolism, Monocytes and macrophages, Membrane fission, Peroxisomes, Endoplasmic reticulum

## Abstract

Eukaryotic cells contain several membrane-separated organelles to compartmentalize distinct metabolic reactions. However, it has remained unclear how these organelle systems are coordinated when cells adapt metabolic pathways to support their development, survival or effector functions. Here we present OrgaPlexing, a multi-spectral organelle imaging approach for the comprehensive mapping of six key metabolic organelles and their interactions. We use this analysis on macrophages, immune cells that undergo rapid metabolic switches upon sensing bacterial and inflammatory stimuli. Our results identify lipid droplets (LDs) as primary inflammatory responder organelle, which forms three- and four-way interactions with other organelles. While clusters with endoplasmic reticulum (ER) and mitochondria (mitochondria–ER–LD unit) help supply fatty acids for LD growth, the additional recruitment of peroxisomes (mitochondria–ER–peroxisome–LD unit) supports fatty acid efflux from LDs. Interference with individual components of these units has direct functional consequences for inflammatory lipid mediator synthesis. Together, we show that macrophages form functional multi-organellar units to support metabolic adaptation and provide an experimental strategy to identify organelle-metabolic signalling hubs.

## Abstract (web summary)

Zimmermann et al. present OrgaPlexing, an imaging pipeline mapping metabolic organelles and their interactions. They find changes in mitochondria, ER, peroxisome and lipid droplet dynamics that impact macrophage inflammatory lipid mediator synthesis.

## Main

Organelle communication is critical to connect metabolic pathways, whose subprocesses are segregated in different organelles across the cell. Lipid metabolism, for example, involves (1) lipid transport and storage in lipid droplets (LDs), (2) β-oxidation in mitochondria and peroxisomes, (3) lipid breakdown and recycling in lysosomes, and (4) lipid synthesis in the endoplasmic reticulum (ER), peroxisomes and mitochondria. Organelle communication has primarily been studied between two organelles, which was the basis for the identification of tether proteins mediating direct inter-organellar contacts^1^. From such studies, it has become clear that most organelles can theoretically interact with most other organelles^1^. However, whether and how cells simultaneously coordinate the dynamics and functions of multiple organelle systems to fully integrate complex metabolic pathways is unclear. This is particularly relevant for cells that undergo metabolic switches to adapt their cellular state or functions. Macrophages can rapidly reprogramme metabolic pathways to sustain their cellular bioenergetics and instruct antimicrobial effector functions^2,3^. Upon activation with bacterial and inflammatory stimuli, they rapidly upregulate glycolysis, reduce mitochondrial respiration, rewire the tricarboxylic acid cycle fuelling and remodel their lipid metabolism^4,5^. Previous imaging studies showed that this metabolic activation is accompanied by changes in individual organelle systems^6–8^. However, the overall adaptations of the cellular organellome have not been addressed. The simultaneous visualization of six organelles has only been mastered once in non-immune cell lines, yet without providing functional insight into the observed organelle clusters^9^. For primary immune cells, a system-wide organelle imaging approach has not yet been attempted due to its technical limitations. Thus, we are still missing clear concepts on the combined response of all organelle systems (organelle network response) within cells and especially its importance for immune cells, whose functions critically depend on metabolic adaptation.

## Results

### OrgaPlexing defines organellar adaptations upon macrophage activation

To examine the spatiotemporal coordination of organelle dynamics in primary macrophages, we established OrgaPlexing, a multi-spectral organelle imaging approach that allows the simultaneous visualization and behavioural analysis of up to six organelles (Fig. 1a). We used this methodology to study the organellome response of bone marrow-derived mouse macrophages (BMDMs) responding to heat-killed *Staphylococcus aureus* or lipopolysaccharide (LPS)/interferon-γ (IFNγ) (Fig. 1a–c). BMDMs were transduced with an ER-targeted fluorescent protein (KDEL-mOX-Venus) (Fig. 1b,c), before undergoing additional fluorescent dye-labelling of LDs and antibody-based immunostainings for peroxisomes (catalase), mitochondria (HSP60), Golgi apparatus (GM130) and lysosomes (LAMP1) (Fig. 1b,c and Extended Data Fig. 1a–c). This stringently validated antibody panel enabled the highly specific organelle labelling in activated macrophages (Fig. 1a,b and Extended Data Fig. 1c,d). Images were acquired in lambda mode using a laser-scanning fluorescence confocal microscope with a spectral detector, and the overlapping fluorescent spectra were unmixed resulting in six fluorophore compartments (Extended Data Fig. 1c). By combining multi-spectral imaging with advanced three-dimensional (3D)-image analysis (Extended Data Fig. 1e), we generated a workflow for the time-resolved analysis of organelle mass, positioning and organellar interactions in macrophages.

**Fig. 1:**
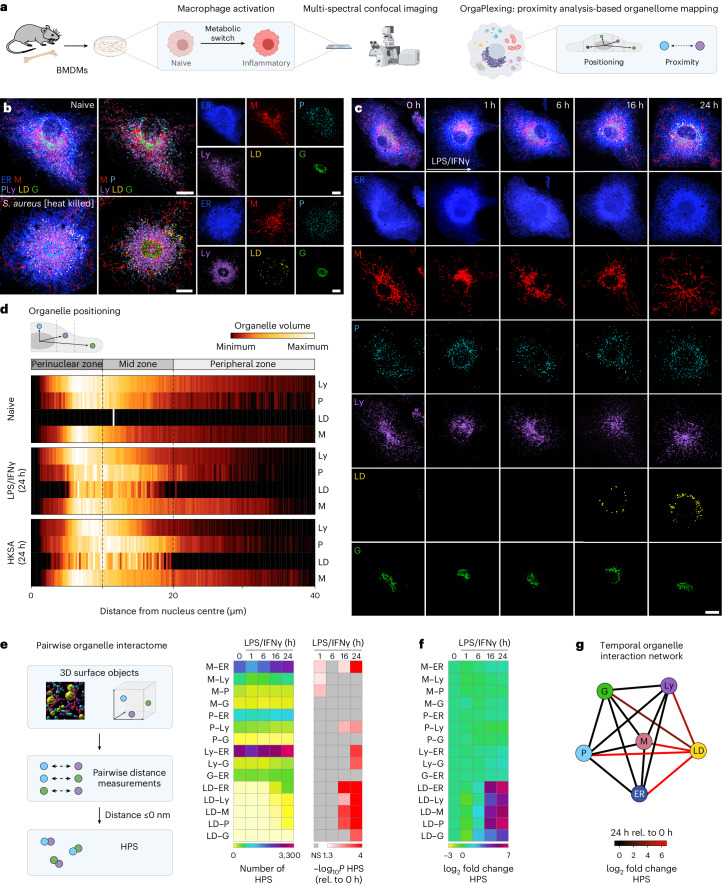
Inflammatory stimuli rewire the macrophage organellome. **a**, Scheme representing the OrgaPlexing work flow. **b**,**c**, Immunofluorescence images showing the BMDM organellome upon heat-killed *S. aureus* (24 h) (**b**) or LPS/IFNγ (0–24 h) treatment (**c**). The organelles were visualized using ERmoxVenus (ER, blue), HSP60 (mitochondria (M), red), catalase (peroxisomes (P), cyan), LAMP1 (lysosomes (Ly), purple), Bodipy^493/502^ (LDs, yellow) and GM130 (Golgi body (G), green). The images are maximum intensity projections and are representative of *n* = 3 (**b**,**c**, 16 h) and *n* = 4 (**c**, 0–6 and 24 h) independent experiments. Scale bars, 10 µm. **d**, Heat maps representing the organelle distribution in BMDMs upon inflammatory activation of *N* = 15 cells examined over *n* = 3 independent experiments. The dotted lines indicate borders of perinuclear, mid and peripheral zones. **e**, Work flow and heat maps showing the number of pairwise organelle HPS upon LPS/IFNγ treatment. Data represent the mean of *N* = 59 (0 h), *N* = 48 (1 h), *N* = 56 (6 h), *N* = 46 (16 h) and *N* = 59 (24 h) cells obtained from *n* = 3 (16 h) and *n* = 4 (0–6 and 24 h) independent experiments. *P* values were obtained using one-way analysis of variance (ANOVA) with Tukey’s post hoc test and are depicted as −log_10_. **f**, log_2_-transformed fold change of pairwise organelle proximity sites as described in **e**. **g**, Network graph representing the log_2_-transformed fold change of pairwise organelle proximity sites of LPS/IFNγ-treated (24 h) BMDMs relative (rel.) to naive cells. The numerical *P* values are indicated in Supplementary Table 4. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. NS, not significant (*P* > 0.05). Source numerical data are available in Source data. Source data

OrgaPlexing confirmed previously described changes on the single organelle level, including the substantial accumulation of LDs in response to bacterial and inflammatory signals^6^ (Fig. 1b,c and Extended Data Fig. 2a). Additionally, our refined temporal analysis revealed mild changes in ER and peroxisomal volume that occurred at late stages of LPS/IFNγ stimulation (Extended Data Fig. 2a, 16–24 h), independent of cell size (Extended Data Fig. 2b). Mitochondria, reported to undergo fission early upon macrophage activation^7,8^ (Fig. 1c and Extended Data Fig. 2c–e), were found to re-tubulate by 16–24 h (Fig. 1c and Extended Data Fig. 2c–e). This late mitochondrial remodelling was accompanied by decreased levels of phosphorylated DRP1^S616^ (Extended Data Fig. 2f,g), the active form of the major mitochondrial fission factor DRP1^10^, and reduced DRP1-mitochondria co-localization (Extended Data Fig. 2h,i). In contrast to the regulation of DRP1, key mitochondrial fusion factors remained unchanged (Extended Data Fig. 2j–m).

Systematic inter-organelle mapping revealed the full extent of the rewired organellar architecture upon macrophage activation. When treated with LPS/IFNγ or heat-killed *S. aureus*, macrophages dynamically adapted their organelle positioning relative to the nucleus (Fig. 1b–d and Extended Data Fig. 3a–c). After 24 h, lysosomes preferentially inhabited the perinuclear zone of fully activated cells, whereas peroxisomes spread into the cellular midzone, overlapping with the territory of accumulating LDs (Fig. 1d and Extended Data Fig. 3a). Tubulated mitochondria spread from the perinuclear zone to the cell periphery and permeated the peroxisome–LD (P–LD)-rich midzone (Fig. 1d and Extended Data Fig. 3a). To also analyse how different organelle systems localize to each other, we next performed a pairwise proximity analysis of all potential 15 organelle pairs (Fig. 1e). We defined measured distances of ≤0 nm between the fluorescent signals of two organelles as organellar high-proximity sites (HPS). Owing to the resolution limit of confocal microscopy in combination with deconvolution, HPS cover inter-organelle distances of <125 nm in *xy* and <270 nm in *z*, thus including the range of most direct organelle contact sites, as well as organelle proximities without direct contact^11^. Total HPS numbers in naive macrophages (0 h) already revealed a range of proximity relations between organelle pairs (Fig. 1e). Notably, activation of macrophages with LPS/IFNγ for 24 h induced substantial changes in HPS numbers across 9 out of 15 organelle pairs (Fig. 1e). Interactions of the ER with mitochondria (M–ER) and lysosomes were increased, whereas interactions between peroxisomes and lysosomes were decreased upon macrophage activation. LDs were identified as strongest inflammatory responders, showing the most substantial increases of HPS numbers with several other organelles (Fig. 1f,g). As expected, the rewiring of organelle interactions required a functional microtubule network. Treatment with the microtubule-depolymerizing drug nocodazole led to broad reductions in organelle interactions and eliminated organelle zonation in inflammatory macrophages (Extended Data Fig. 3d–f), confirming the functional roles of microtubules for organelle positioning and interactions^12^. Thus, our mapping data revealed that macrophages actively and dynamically remodel their organelle architecture when responding to bacterial or inflammatory signals. Notably, OrgaPlexing highlighted LDs and the LD–organelle interactome as primary responders to inflammatory macrophage activation.

### In activated macrophages LDs form clusters with mitochondria, ER and peroxisomes

Having identified LDs as strongest responding organelle system in fully activated macrophages, we next asked whether the increased LD-associated organelle interactions were solely attributed to the noticeable increase in LD mass and size (Figs. 1c,e–f, 2a and Extended Data Fig. 2a). Normalizing the total LD–organelle overlap to LD surface area confirmed that the inflammatory LD interactome is formed at least partially independent of the expanding LD mass (Fig. 2b). Furthermore, normalizing HPS numbers to LD numbers unveiled that the inflammatory interactome also undergoes dynamic adaptations for each individual LD (Fig. 2c). Given that organelles have the potential to simultaneously contact multiple other compartments^1^, we next addressed whether LPS/IFNγ-driven LD-associated organelle interactions involve more than two-way interactions, by expanding our proximity analysis to up to six-way interactions (Fig. 2d,e). In inflammatory macrophages, we found that more than 50% of all LDs were part of clusters with three or more other organelles (Extended Data Fig. 4a). Temporal multi-way LD-interactome analysis revealed that inflammatory macrophages induced LDs to build selective ‘mitochondria–ER–peroxisome–LD (M–ER–P–LD)’ clusters that contained the ER, the organelle-site of LD biogenesis^13^, together with mitochondria and/or peroxisomes (Fig. 2d). The formation of these clusters could be confirmed by structured illumination microscopy (Extended Data Fig. 4b,c). In contrast to M–ER–P–LD, organelle clusters containing lysosomes remained either unchanged or were down-regulated in inflammatory (24 h) versus naive (0 h) BMDMs (Fig. 2d and Extended Data Fig. 4d). Detailed analysis of different M–ER–P–LD clusters revealed a specific assembly time course: M–ER–LD formed first at 6 h, followed by P–ER–LD at 16 h and M–ER–P–LD at 24 h after LPS/IFNγ stimulation (Fig. 2e). Although still unclear, this temporal order may suggest differential contributions of the distinct organelle clusters to LD accumulation and function. Interestingly, individual organelles of M–ER–P–LD showed specific interaction characteristics. Mitochondria often contacted LDs close to ER–LD interactions (Fig. 2f), indicating potential mitochondria–ER contact sites. Live cell imaging at these sites identified sustained interactions for up to 180 s between mitochondria and LDs (Fig. 2g,h). Conversely, peroxisomes showed more heterogeneous interaction profiles (Fig. 2g) and overall shorter LD interaction times in comparison with mitochondria (Fig. 2g,h). Occasionally, P–LD contacts showed rapid on–off cycles, suggesting transitions between peroxisome-containing versus peroxisome-devoid LD clusters (Fig. 2g,h). Thus, our data demonstrate that inflammatory macrophage signalling induces coordinated organelle dynamics and clustering, which result in the formation of LD-containing units of three to four organelles as part of the activation response.

**Fig. 2:**
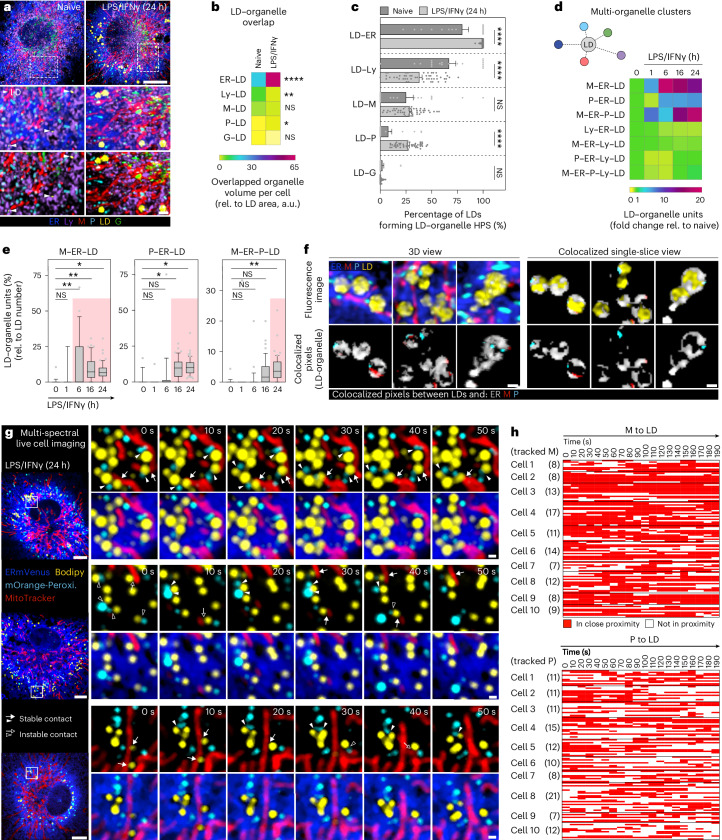
Macrophages rewire their LD–interactome in response to inflammatory stimuli by selectively assembling M–ER–P–LD units. **a**, Images of LDs and surrounding organelles in presence or absence of LPS/IFNγ (24 h). The arrowheads are the LDs in naive BMDMs. The organelles were visualized as described in (Fig. 1b,c). The images are maximum intensity projections and representative of *n* = 3 independent experiments. Scale bars, 5 µm (top) and 1 µm (bottom). **b**,**c**, Total overlapped volume between LDs and respective organelles relative to total LD surface area per cell (**b**) and pairwise LD–organelle HPS relative to LD number (**c**) in naive and LPS/IFNγ-treated (24 h) BMDMs. The data represent *N* = 19 (naive) and *N* = 51 (LPS/IFNγ) cells from *n* = 3 independent experiments. *P* values were obtained using Brown–Forsythe and Welch ANOVA with Dunnett’s post hoc (**b**) or one-way ANOVA with Sidak’s post hoc tests (**c**). Data are mean ± s.e.m. (**c**). a.u., arbitrary unit. **d**, LD-centric multi-organelle clusters upon LPS/IFNγ treatment (0–24 h). The data represent *N* = 17 (0 h, 1 h), *N* = 21 (6 h), *N* = 44 (16 h) and *N* = 51 (24 h) cells from *n* = 3 independent experiments. **e**, Upregulated LD multi-organelle clusters in inflammatory macrophages (as shown in **d**). The boxes represent the 25th to 75th percentiles and the whiskers denote the 10th and 90th percentiles. The dots are the outliers, and the median is shown as a line. The red colouring indicates significant changes. *P* values were generated using one-way ANOVA with Dunnett’s post hoc test. **f**, Co-localized pixels of LDs and respective organelles are depicted as a 3D overlay (left) or single *z*-planes (right). The data are representative of *n* = 3 independent experiments. Scale bars, 0.5 µm. **g**, Mitochondria–LD (arrows) and P–LD (arrowheads) interaction dynamics in LPS/IFNγ-treated BMDMs (24 h). The stable interactions are indicated with filled, instable interactions with empty arrows or arrow heads, respectively. The images represent single confocal *z*-planes from *n* = 3 biological repeats. Scale bars, 5 µm (left) and 0.5 µm (right). **h**, Mitochondria–LD (top) and P–LD (bottom) contacts. The rows represent individual organelles that are (red) or are not (white) in close proximity to LDs. The data representing *N* = 107 mitochondria and *N* = 118 peroxisomes were tracked across ten cells from *n* = 3 biological replicates. Numerical *P* values are available in Supplementary Table 4. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source numerical data are available in Source data. Source data

### Macrophages utilize clustered organelles for inflammatory lipid trafficking

LDs are the central organelle system of lipid metabolism and fulfil important innate immune functions in macrophages^6,14,15^. In line with previous reports, we show that inflammatory macrophages markedly alter their lipid metabolism at the transcriptional and functional level in comparison with naive control cells^4,5,16^ (Extended Data Fig. 4e–k). 

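The transcriptional data of Extended Data Fig. 4e are RNA-seq counts of BMDMs, macrophages grown from mouse bone marrow, that were left naive or treated with 20 ng ml-1 LPS and 50 ng ml-1 IFNγ for 24 h. The paper's source data hold 390 values for 65 genes in 6 libraries. Each equalled a deposited count divided by DESeq2's size factor of that library over all 12 libraries of the experiment, with a largest difference of 0.00049%. The 6 libraries were naive replicates 3 to 5 and 24 h replicates 1 to 3, all of sequencing batch 2. Naive replicates 1 and 2, of batch 1, were not used there, and the paper's text gives no reason. The counts of the 6 batch 2 libraries were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The test covered the 11979 genes that passed edgeR's filter on low counts. At an adjusted p of at most 0.05, 4687 genes were higher and 4869 lower at 24 h, 9556 in all. Scaling by library size alone in place of TMM factors moved these counts most, to 2640 higher and 7631 lower genes. It shifted the median log2 fold change of all genes by -0.45. Of the 26 LD metabolism genes in the panel, 25 passed the filter and 21 changed, 13 of them higher and 8 lower. The same number, 21, changed when adjusted over the list alone, and the median log2 fold change of the list was 0.22. With all 12 libraries and a batch term, 22 of the 26 genes changed, 13 higher and 9 lower. The gene not tested in batch 2 was *Mgll*. With library size alone, 8 genes of the list were higher and 15 lower. Lipin 1 (*Lpin1*, ENSMUSG00000020593.15) lies on chromosome 12 of GRCm38 from 16535669 to 16610966. It had 553 ± 58.6 normalized counts (SD, n = 3) in naive replicates 3 to 5 and 89.8 ± 8.46 (SD, n = 3) at 24 h. Its log2 fold change was -2.63 (standard error 0.109, adjusted p = 3.97e-17 from edgeR's test). This value stayed between -2.71 and -2.55 when each library was left out in turn. The unused naive replicates 1 and 2 had 480.0 and 452 normalized counts of *Lpin1*, and the fit of all 12 libraries gave a log2 fold change of -2.62. The acyltransferase gene *Agpat4* (ENSMUSG00000023827.8) lies on chromosome 17 from 12118704 to 12219645. It rose from 356 ± 26.1 (SD, n = 3) to 1533 ± 6.29 (SD, n = 3) normalized counts. Naive replicates 1 and 2 had 418 and 447. The log2 fold change of *Agpat4* was 2.10 (standard error 0.063, adjusted p = 3.83e-20 from edgeR's test) in batch 2 and 2.11 over all 12 libraries. The LD coat gene *Plin2* (ENSMUSG00000028494.12) lies on chromosome 4 from 86648386 to 86670060. *Plin2* fell by 0.40 on the log2 scale (standard error 0.050, adjusted p = 6.57e-08 from edgeR's test) in batch 2, as it did over all 12 libraries. Naive replicates 1 and 2 had 41982 and 40007 normalized counts against 23981 ± 1807 (SD, n = 3) in naive replicates 3 to 5.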

We confirmed and extended these findings by measuring several aspects of lipid trafficking and utilization upon stimulating BMDMs with LPS/IFNγ. Activated macrophages increased LD accumulation (Fig. 1c and Extended Data Figs. 2a and 4f), triglyceride (TG) levels (Extended Data Fig. 4g) and uptake of fatty acids, which were subsequently incorporated into TGs (Extended Data Fig. 4h,i). In contrast, fatty acid oxidation in mitochondria (Extended Data Fig. 4e,j) or peroxisomes^16^ (Extended Data Fig. 4e) was reduced. Also, mitochondria-driven de novo synthesis of fatty acids from ^13^C-glucose (Extended Data Fig. 4k) was restricted in these cells. 

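The oxidation genes of Extended Data Fig. 4e were compared in the same 3 naive and 3 activated libraries of batch 2. Of 27 mitochondrial β-oxidation genes, 26 were tested and 21 changed, of which 17 were lower and 4 higher at 24 h. The number was also 21 when adjusted over the list alone. The median log2 fold change of the list was -0.43. Of 12 peroxisomal β-oxidation genes, all were tested and 10 changed, of which 8 were lower and 2 higher. Their median log2 fold change was -0.40, and the counts were the same when adjusted over the list alone. The fit of all 12 libraries with a batch term gave the same counts for both lists. With scaling by library size alone, the counts of higher genes went to 1 in each list. The 3 lists of the panel and 7 others were compared with the remaining genes by limma's camera with a preset inter-gene correlation of 0.01. In batch 2 the mitochondrial list was lower (adjusted p = 0.0315 from camera over the 10 lists). It was not past the threshold when the correlation was estimated from the data (adjusted p = 0.147) or when 24 h replicate 1 was left out (adjusted p = 0.0566). The peroxisomal list, also lower (adjusted p = 0.115 from camera), and the LD metabolism list, in the higher direction (adjusted p = 0.322), did not reach the threshold under either correlation. The fry test asks whether the genes of a list shift in a common direction, without comparing them with the remaining genes. It gave an adjusted p of 4.97e-06, 6.05e-06 and 0.000101 for the mitochondrial, peroxisomal and LD metabolism lists. Among mitochondrial genes, *Pccb* (ENSMUSG00000032527.13) lies on chromosome 9 of GRCm38 from 100982032 to 101034898. It had 485 ± 29.4 normalized counts (SD, n = 3) in naive replicates 3 to 5 and 98.9 ± 11.0 (SD, n = 3) at 24 h. The log2 fold change was -2.30 (standard error 0.100, adjusted p = 1.07e-16 from edgeR's test). Naive replicates 1 and 2 had 544 and 515 normalized counts of *Pccb*, and over all 12 libraries its log2 fold change was -2.29. *Cpt1a* (ENSMUSG00000024900.4, chromosome 19 from 3322334 to 3385733) encodes the carnitine palmitoyltransferase of the outer membrane. It rose by a log2 fold change of 0.46 (standard error 0.041, adjusted p = 1.96e-10 from edgeR's test) in batch 2 and 0.47 over all 12 libraries, and by 0.01, not past the threshold, with library size alone. The normalized counts of *Cpt1a* were 2956 ± 86.0 (SD, n = 3) in naive replicates 3 to 5, 3867 and 3952 in naive replicates 1 and 2, and 4105 ± 93.1 (SD, n = 3) at 24 h. Among peroxisomal genes, *Hsd17b4* (ENSMUSG00000024507.6) lies on chromosome 18 from 50128201 to 50196269. It had 2130.1 ± 72.6 normalized counts (SD, n = 3) in naive replicates 3 to 5, 2178 and 2153 in naive replicates 1 and 2, and 765 ± 37.1 (SD, n = 3) at 24 h. Its log2 fold change was -1.49 (standard error 0.051, adjusted p = 8.37e-19 from edgeR's test) in batch 2 and -1.48 over all 12 libraries. The peroxisomal transporter gene *Abcd4* (ENSMUSG00000021240.6) lies on chromosome 12 from 84601464 to 84617413. It was higher, with a log2 fold change of 0.64 (standard error 0.081, adjusted p = 1.09e-07 from edgeR's test) in batch 2 and 0.65 over all 12 libraries. Naive replicates 1 and 2 had 247 and 235 normalized counts against 281 ± 18.0 (SD, n = 3) in naive replicates 3 to 5.

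**Figure D1:**
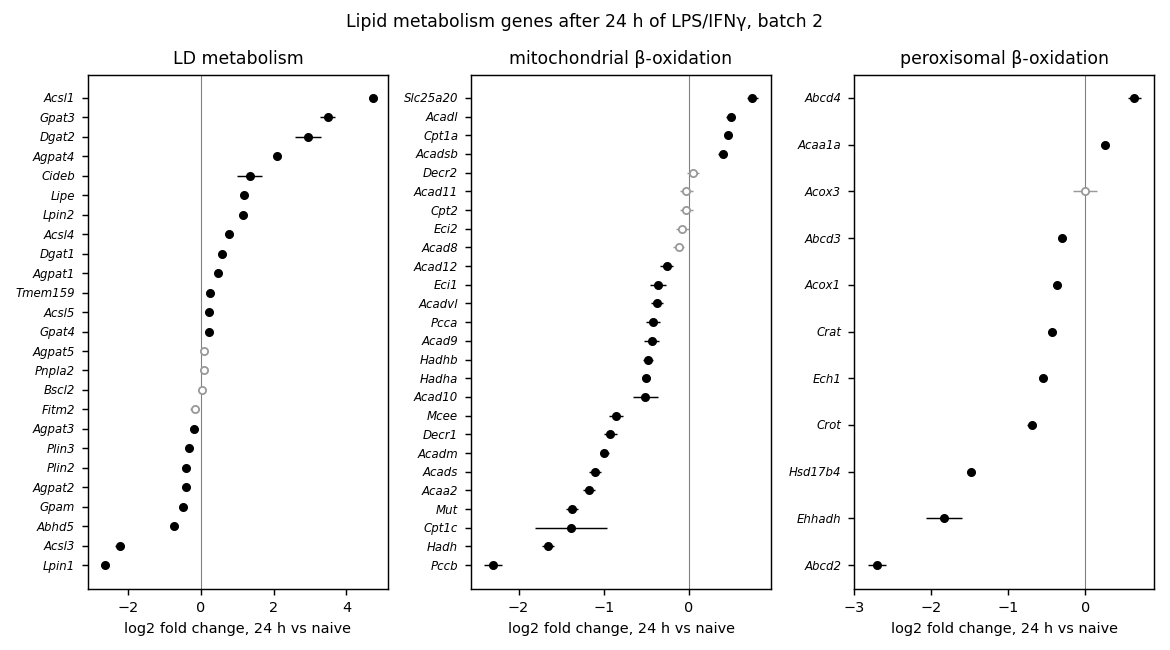
Log2 fold change of the tested genes of the 3 lists of Extended Data Fig. 4e with 1 gene not drawn, 24 h of LPS/IFNγ against naive, in the 6 libraries of batch 2, with points for edgeR estimates and bars for standard errors, filled where the adjusted p is at most 0.05 and open otherwise. Of the tested genes, 17 of the 26 mitochondrial and 8 of the 12 peroxisomal genes are filled and below 0, counts that were 22 and 11 with scaling by library size alone.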

Clearly, inflammatory macrophages rewire their cellular fatty acid flow into LDs, thus contributing to LD accumulation.

Based on our identification of multi-organellar clusters, we hypothesized that the M–ER–P–LD unit could support the inflammation-driven flow of intracellular fatty acids and LD accumulation. To address whether M–ER–P–LD organelles act together as functional unit, we monitored LD fuelling by pulsing the fluorescently labelled fatty acid RedC12 into 24 h-activated BMDMs^17^. Time-lapse imaging revealed that the RedC12 trace co-localized primarily with mitochondria (Fig. 3a). Originating from peripheral mitochondria, the signal rapidly spread over the next 38 s across the mitochondrial network towards the cellular midzone, where RedC12 reached the ER and eventually accumulated in LDs (Fig. 3a and Extended Data Fig. 5a). Stable isotope tracing of ^13^C-palmitate showed that the ingested fatty acids were predominantly shuttled into TGs in a non-metabolized state (isotopologue M + 16), with only a small contribution of metabolized two-carbon-shortened fatty acids (isotopologue M + 14) from mitochondria^18^ (Extended Data Fig. 5b). Thus, our results suggest that inflammatory macrophages use mitochondria and the ER as shuttling systems to transfer primarily non-metabolized fatty acids into LDs. 

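The RNA-seq libraries of Extended Data Fig. 4e cover 4 genes of long-chain acyl-CoA synthetases, enzymes that activate fatty acids, of which 3 were higher (2 with library size alone in place of TMM) and 1 was lower at 24 h. *Acsl1* (ENSMUSG00000018796.13) lies on chromosome 8 of GRCm38 from 46471037 to 46536051, where a gene on the opposite strand, *Gm45244*, overlaps 9.91% of its exon bases. Its normalized counts were 1084 ± 66.5 (SD, n = 3) in naive replicates 3 to 5 and 28784 ± 351 (SD, n = 3) after 24 h of LPS/IFNγ. The log2 fold change of *Acsl1* in batch 2 was 4.72 (standard error 0.053, adjusted p = 8.56e-29 from edgeR's quasi-likelihood test). It had a range of 4.69 to 4.78 when each library was left out in turn. Naive replicates 1 and 2, which the panel does not use, had 1774 and 2261 normalized counts of *Acsl1*. Over all 12 libraries with a batch term the log2 fold change was 4.73. *Acsl4* (ENSMUSG00000031278.12) lies on chromosome X from 142317993 to 142390535. It had 1938 ± 72.0 normalized counts (SD, n = 3) in naive replicates 3 to 5, 1391 and 1757 in naive replicates 1 and 2, and 3323 ± 144 (SD, n = 3) at 24 h. Its log2 fold change was 0.77 (standard error 0.046, adjusted p = 7.77e-14 from edgeR's test) in batch 2 and 0.78 over all 12 libraries. With library size alone, the log2 fold change of *Acsl4* was 0.32 and that of *Acsl1* 4.27. Both genes were higher in every 24 h library of batch 2 than in every naive library of batch 2. *Acsl3* was lower in every 24 h library, with a log2 fold change of -2.23 (standard error 0.118, adjusted p = 6.07e-15 from edgeR's test) in batch 2 and -2.22 over all 12 libraries. *Acsl5* rose by 0.23 (standard error 0.042, adjusted p = 3.25e-05 from edgeR's test) in batch 2, a direction that depends on the scaling, as it fell by 0.23 with library size alone. With the replicate number as a further term it did not reach the threshold (0.19, adjusted p = 0.0709 from edgeR's test). That term leaves naive replicates 4 and 5, the only libraries of their numbers, out of the comparison.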

Fatty acid trafficking along both organelles is likely mediated via previously described mitochondria- or ER-localized fatty acid activation enzymes, for example, ACSL1 or ACSL4, whose expression is also upregulated upon inflammation^19–21^ (Extended Data Figs. 4e and 5d) and, thus, can ultimately supply fatty acids for TG synthesis and LD formation^13^. In contrast to the three M–ER–LD organelles, peroxisomes incorporated only minor amounts of RedC12 (Extended Data Fig. 5e), which agrees with their reported inactivation upon LPS/IFNγ^16^ and their predominant role in very-long- rather than long-chain fatty acid metabolism^22^.

**Fig. 3:**
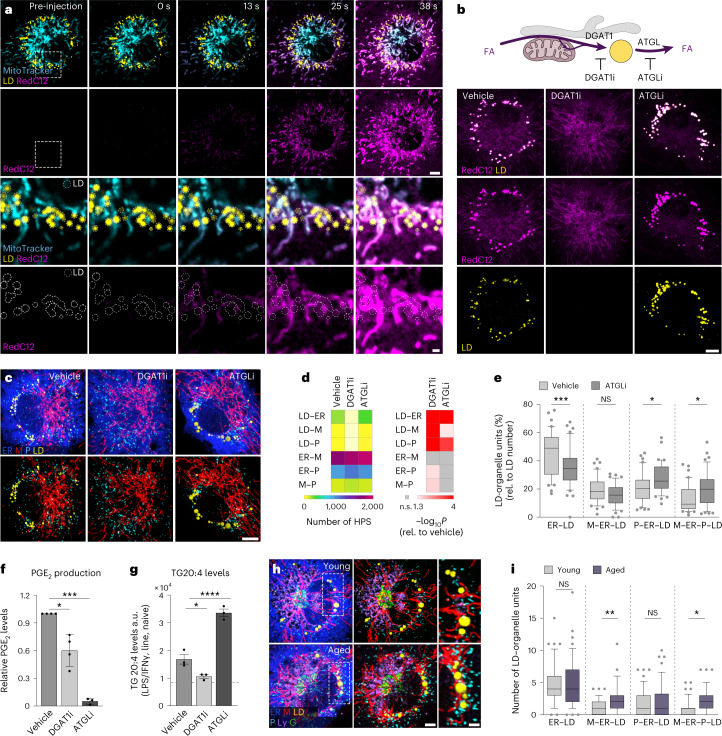
M–ER–P–LD organelles form a fatty acid trafficking unit contributing to and sensing fatty-acid flux in and out of LDs. **a**, Live cell imaging showing the flow of acutely injected fluorescently labelled fatty acids (RedC12, magenta) between M–ER–LD organelles in LPS/IFNγ-activated macrophages (24 h). Bottom: the dotted lines indicate LDs. The images represent *n* = 3 biological replicates. Scale bars, 5 µm (top) and 1 µm (bottom). **b**, RedC12 distribution (24 h pulse) inside and outside of LDs (Lipidspot610) of LPS/IFNγ-treated BMDMs after DGAT1 or ATGL inhibitor (DGAT1i or ATGLi) treatment. FA, fatty acids. The images represent *n* = 3 biological replicates. Scale bar, 5 µm. **c**–**e**, Images (**c**) and quantification of pairwise organelle HPS (**d**) and M–ER–P–LD units (**e**) in LPS/IFNγ-activated BMDMs (24 h) after DGAT1i (**c**,**d**) or ATGLi (**c**–**e**) treatment. Scale bar, 5 µm (**c**). The data represent *N* = 41 (vehicle), *N* = 42 (DGAT1i) and *N* = 41 (ATGLi) cells from *n* = 3 independent experiments. *P* values were obtained using one-way ANOVA with Dunnett’s post hoc test (**d**) or one-way ANOVA with Sidak’s post hoc test (**e**). **f**,**g**, PGE_2_ production (**f**) and TG arachidonic acid content (**g**) of LPS/IFNγ-activated BMDMs (24 h) after DGAT1i or ATGLi treatment. The data represent *n* = 4 (**f**, vehicle, DGAT1i) and *n* = 3 (**f**, ATGLi; **g**) independent experiments. Data are mean ± s.d. (**f**) and mean ± s.e.m. (**g**). *P* values were calculated using two-tailed, one-sample *t*-test (**f**) or one-way ANOVA with Sidak’s post hoc test (**g**). **h**,**i**, Images (**h**) and quantification (**i**) of M–ER–P–LD units in LPS/IFNγ-treated (24 h) peritoneal macrophages isolated from young and aged mice. Scale bars, 3 µm (left) and 2 µm (right) (**h**). Data represent *N* = 46 (young) and *N* = 47 (aged) cells from *n* = 3 biological replicates. *P* values were obtained using Kruskal–Wallis with Dunnett’s post hoc test. Box plots (**e**,**i**) are as in Fig. 2e. Images represent single confocal *z*-planes (**a**,**b**) or maximum intensity projections (**c**,**h**). The numerical *P* values are available in Supplementary Table 4. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source numerical data are available in Source data. Source data

### The M–ER–P–LD unit controls inflammatory lipid trafficking and PGE_2_ production

To understand fatty acid trafficking paths within the M–ER–P–LD unit in more detail, we interfered with fatty acid sequestration and distribution at LDs (Fig. 3b). Pharmacological inhibition of the major TG-synthase DGAT1 (T863, DGAT1i)^23^ prevented TG synthesis and abolished LD formation (Fig. 3b). Consequently, fatty acid traces were not incorporated into LDs and TGs (Fig. 3b and Extended Data Fig. 6a,b) and routed instead back to the ER and mitochondria (Fig. 3b and Extended Data Fig. 6a), where fatty acids were metabolized by β-oxidation (Extended Data Fig. 6c). Conversely, chemical inhibition of the lipase ATGL (atglistatin) prevented LD lipolysis^24^ (Extended Data Fig. 6b) and sequestered RedC12 in expanding LDs (Fig. 3b). As a consequence, fatty acid supply from LDs to the ER and mitochondria (Fig. 3b and Extended Data Fig. 6a) and to a minor extent peroxisomes was limited (Extended Data Fig. 6e,f), and mitochondria-generated M + 14 species in TG were reduced (Extended Data Fig. 6d). Altering LD-flux dynamics had direct effects on LD–organelle interactions and the composition of multi-organelle units (MOUs) (Fig. 3c–e). Notably, peroxisomes reacted strongly to changes in LD dynamics and rearranged their interaction profile (Fig. 3d,e). Thus, our data show that inflammatory macrophages can arrange M–ER–P–LD organelles as a functional unit for the sensing and trafficking of fatty acids into and out of LDs.

Macrophages have a pivotal role as a primary source of the lipid mediator prostaglandin E_2_ (PGE_2_), known for its crucial modulatory functions in inflammation and immune responses^25^. Building on previous work^6,24^, we confirm the essential role of LD flux dynamics in PGE_2_ synthesis by inflammatory macrophages (Fig. 3f). Specifically, LDs serve as reservoirs for the release of the PGE_2_ precursor arachidonic acid (C20:4 fatty acid), thereby regulating access to arachidonic acid by the PGE_2_-synthesizing enzymes COX2 and mPGES1^6^ (Fig. 3f,g). The expression of these enzymes is upregulated upon inflammatory macrophage activation^26^ and results in a subcellular concentration near LDs (Extended Data Fig. 6g). In light of our findings on M–ER–P–LD-controlled fatty acid trafficking, we sought to investigate the functional role of this MOU for PGE_2_ synthesis. Initial indications of M–ER–P–LD clusters participating in this process emerged during experiments conducted with cells from aged mice, as excessive PGE_2_ production is a well-established condition in aged macrophages^27^. Notably, OrgaPlex analysis of aged, LPS/IFNγ-activated peritoneal macrophages revealed an increased prevalence of M–ER–LD and M–ER–P–LD clusters compared with cells from younger animals (Fig. 3h,i and Extended Data Fig. 6h). This provided a first link between changes in M–ER–P–LD clustering and pathophysiological states of aberrant LD metabolism.

### MIGA2 promotes the formation of inflammatory M–ER–LD clusters

To verify the functional role of M–ER–P–LD units for PGE_2_ production, we next searched for molecular targets that would potentially allow the modulation of MOU assembly and function. First, we performed time-resolved RNA sequencing (RNA-seq) of control and LPS/IFNγ-stimulated BMDMs. 

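Poly(A) RNA of naive BMDMs and of BMDMs treated with LPS/IFNγ for 2, 6 or 24 h was sequenced in 12 libraries. The authors deposited the number of reads counted on each gene, without normalization. Batch 1 held 2 naive libraries, 2 libraries of 2 h and 2 of 6 h, and batch 2 held 3 naive libraries and 3 of 24 h. The counts on genes ranged from 25677348 to 30226801 per naive library of batch 1 (median 27952074.5), from 24313014 to 26094467 at 2 h (median 25203740.5) and from 24671967 to 26185427 at 6 h (median 25428697). In batch 2 they ranged from 14171770 to 16470424 per naive library (median 14849979) and from 16013609 to 16461170 at 24 h (median 16394946). The 10 most abundant genes of a library took 8.80% to 14.0% of its counts. All 12 libraries were fitted together in edgeR with terms for time point and batch, TMM normalization and the quasi-likelihood F test. The test covered 13007 genes that passed edgeR's filter, with Benjamini-Hochberg adjustment. Each time point lies in 1 batch, so the batch term rests on the naive libraries. The difference between 24 h and 6 h is the difference between a change within batch 2 and a change within batch 1. Between the naive libraries of both batches, 7364 genes (56.6%) differed at an adjusted p of at most 0.05, of which 1333 differed at least 2-fold. The TMM factors were 1.17 in both naive libraries of batch 1, 1.27 to 1.30 in those of batch 2, 0.84 at 2 h, 0.77 at 6 h and 0.93 to 0.94 at 24 h. Replicates of a group differed by more than the sampling noise, with a chi-square per gene of 1.81 to 12.3 over genes with at least 100 counts. The widest spread lay between naive replicates 1 and 2. Normalized counts are counts divided by a library's TMM-scaled size relative to the mean of 20921800 over the 12 libraries. On counts simulated with 200 genes changed at 24 h, the same steps called 194 of them (97.0%) and 12 other genes. With no gene changed they called 0 genes at 2 h, 0 at 6 h, 1 at 24 h and 0 between 6 h and 24 h. The simulated changes were at least 2-fold, as many up as down, and in far fewer genes than were called in the data. They do not tell how often smaller changes are found, or how the scaling acts when most genes change.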

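Over the time course, 12137 of the 13007 genes tested (93.3%) changed in a joint edgeR test of the 3 time points at an adjusted p of at most 0.05. Against naive cells, 3755 genes were higher and 4466 lower at 2 h, 4661 higher and 5374 lower at 6 h, and 4890 higher and 4999 lower at 24 h. Scaling by library size alone, without TMM factors, moved these counts most, to 2067 higher and 8381 lower genes at 2 h. It shifted the median log2 fold change of all genes by -0.48 at 2 h, -0.60 at 6 h and -0.46 at 24 h. Between 6 h and 24 h, 4295 genes rose and 4082 fell. Of the genes that rose, 2149 (50.0%) were above the naive level at 24 h, 1171 (27.3%) were below it and 975 did not differ from it. Of the same genes, 2962 (69.0%) had been lowered at 6 h. Among all tested genes, 37.6% were above the naive level at 24 h. These comparisons share libraries, and the shares that would arise without a change were not determined. Genes with a mean of at least 50 normalized counts in the higher group were ranked by fitted log2 fold change, which for a gene at the floor depends on the prior count. The lower bounds below therefore do not follow this ranking, and the genes named are not shown to have changed most. Without naive replicate 2, *Csf2* ranked ahead of *Unc80* at 2 h and *Angptl4* ahead of *Rtn4rl1* at 6 h. Without naive replicate 4, *Serpina3f* ranked ahead of *Gbp2b* at 24 h, with a fitted log2 fold change of 15.86. At 2 h the first by this ranking among rising genes was *Unc80* (ENSMUSG00000055567.18, chromosome 1 of GRCm38 from 66468367 to 66699148), at least 41.5-fold higher than the floor of 3 counts in naive cells. The first among falling genes was *Angptl4* (ENSMUSG00000002289.15, chromosome 17 from 33773750 to 33781830), with a log2 fold change of -4.33 (standard error 0.200, adjusted p = 7.91e-16 from edgeR's test). At 6 h these were *Gfi1* (ENSMUSG00000029275.18, chromosome 5 from 107716657 to 107726036), at least 59.2-fold higher, and, with 1 count at most after treatment, *Rtn4rl1* (ENSMUSG00000045287.6, chromosome 11 from 75193783 to 75267769), at least 19.7-fold lower. At 24 h these were *Gbp2b* (ENSMUSG00000040264.10, chromosome 3 from 142594847 to 142619179), at least 777-fold higher, and *Pbk* (ENSMUSG00000022033.9, chromosome 14 from 65805837 to 65817822), at least 88.3-fold lower.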

Among the differentially expressed genes, we specifically focused on known LD-tether proteins with an upregulated expression between 6–24 h after activation, thus correlating with M–ER–LD, P–ER–LD and M–ER–P–LD cluster formation (Fig. 2d,e). Six candidate tether proteins were annotated together with their reported function for LD metabolism^28–35^ (Fig. 4a). 

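The 6 candidates of Fig. 4a were *Mfn2*, *Vps13d*, *Miga2*, *Dgat2*, *Vps13a* and *Spast*. Between 6 h and 24 h, 2 of them rose (*Miga2* and *Dgat2*), 1 fell (*Mfn2*) and the other three did not change at an adjusted p of at most 0.05 from edgeR's test. The counts were the same when adjusted over the list alone, which is not independent evidence, since the paper chose these genes on the same libraries. With the replicate number as a further term, 1 candidate rose and 0 fell, also at an unadjusted p under 0.05. That term joins libraries of different batches by number. It leaves naive replicates 4 and 5, the only libraries of their numbers, out of the comparison. *Mfn2* (ENSMUSG00000029020.13) lies on chromosome 4 of GRCm38 from 147873599 to 147904704. In batch 1 it had 1118 ± 5.66 (SD, n = 2) normalized counts in naive cells, 1036 ± 28.7 (SD, n = 2) at 2 h and 1259 ± 94.4 (SD, n = 2) at 6 h. In batch 2 it had 1476 ± 73.4 (SD, n = 3) in naive cells and 1411 ± 55.3 (SD, n = 3) at 24 h. The change of *Mfn2* against naive cells of the same batch was -0.11 at 2 h, 0.17 at 6 h and -0.07 at 24 h on the log2 scale. The comparison of 24 h with 6 h gave -0.24 (standard error 0.088, adjusted p = 0.0210 from edgeR's test). Without naive replicate 3 or 24 h replicate 1, the fall of *Mfn2* no longer reached the threshold of edgeR's test, with an adjusted p of 0.0626 and 0.0651, the latter the largest of the fits that left out 1 library (the smallest was 0.00942). Without the batch term it turned into a rise of 0.16 that did not reach the threshold. *Vps13d* (ENSMUSG00000020220.16) lies on chromosome 4 from 144972622 to 145195005. Its log2 fold change was -0.16 at 2 h (adjusted p = 0.0696 from edgeR's test), 0.57 at 6 h (adjusted p = 1.77e-07) and 0.57 at 24 h (adjusted p = 5.83e-09). The difference was 0.00 (standard error 0.096, adjusted p = 0.998 from edgeR's test) between 6 h and 24 h. Its normalized counts were 1241 ± 96.3 (SD, n = 2) in naive cells and 1840.0 ± 56.4 (SD, n = 2) at 6 h in batch 1, and 1789.7 ± 48.0 (SD, n = 3) in naive cells and 2652 ± 56.3 (SD, n = 3) at 24 h in batch 2. Without the batch term, *Vps13d* rose by 0.53 between 6 h and 24 h. *Dgat2* (ENSMUSG00000030747.5, chromosome 7 from 99153658 to 99182719), which encodes an enzyme of TG synthesis, had few counts. Its normalized counts were 18.5 ± 0.49 (SD, n = 2) in naive cells and 30.1 ± 10.1 (SD, n = 2) at 6 h in batch 1, and 5.50 ± 3.24 (SD, n = 3) in naive cells and 42.6 ± 7.04 (SD, n = 3) at 24 h in batch 2. Its log2 fold change was 2.96 (standard error 0.363, adjusted p = 6.72e-08 from edgeR's test) at 24 h and 2.27 (standard error 0.506, adjusted p = 0.000382) between 6 h and 24 h. *Vps13a* (ENSMUSG00000046230.11) lies on chromosome 19 from 16615366 to 16780933. It changed by 0.11, 0.14 and -0.11 on the log2 scale at 2 h, 6 h and 24 h (adjusted p = 0.380, 0.208 and 0.212 from edgeR's test). Between 6 h and 24 h it changed by -0.26 (standard error 0.131, adjusted p = 0.0917 from edgeR's test). This value reached the threshold without 24 h replicate 1 (-0.32, adjusted p = 0.0470 from edgeR's test) and turned into a rise of 0.61 without the batch term. With library size alone the 24 h values were -0.53 for *Mfn2* and -0.57 for *Vps13a*, both past the threshold, and 0.11 for *Vps13d*, no longer past it, and the fall of *Mfn2* between 6 h and 24 h (-0.10) did not reach it. The rise of *Dgat2* between 6 h and 24 h was 0.50 without the batch term and did not reach the threshold. Between the naive cells of both batches, *Vps13a* differed by 0.87 on the log2 scale. The paper was searching for targets that might allow cluster assembly to be modulated. It chose these tethers for expression that rose between 6 h and 24 h, which it describes as correlating with the formation of the LD-centric clusters.

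**Figure D2:**
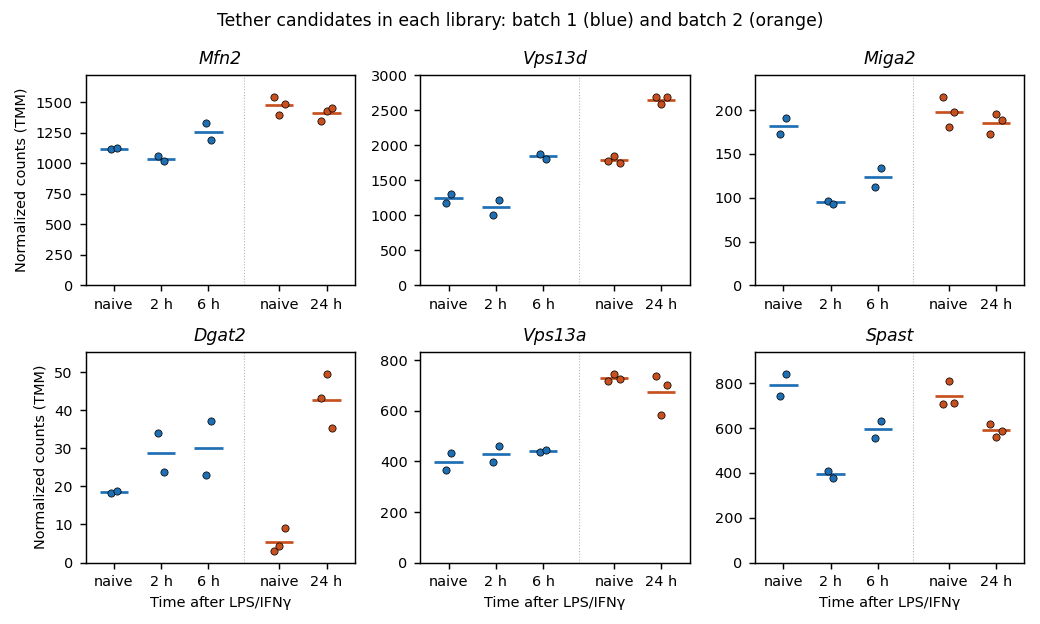
Normalized counts (TMM) of the 6 tether candidates in each library, with batch 1 (naive, 2 h and 6 h) in blue on the left of each panel and batch 2 (naive and 24 h) in orange on the right, each point 1 library and each line the mean of its group. The naive means of *Vps13a* are 399 in batch 1 and 730.0 in batch 2.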

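*Miga2* (ENSMUSG00000026858.18) lies on chromosome 2 of GRCm38 from 30364233 to 30385521, and the gene *Gm47292* overlaps 1.54% of its exon bases on the same strand. In batch 1 its normalized counts were 182 ± 12.6 (SD, n = 2) in naive cells, 94.9 ± 2.52 (SD, n = 2) at 2 h and 123 ± 15.0 (SD, n = 2) at 6 h of LPS/IFNγ. Against naive cells, *Miga2* fell by 0.94 on the log2 scale at 2 h (standard error 0.131, adjusted p = 7.67e-07 from edgeR's quasi-likelihood test) and by 0.57 at 6 h (standard error 0.127, adjusted p = 0.000281). Between 6 h and 24 h it rose by a log2 fold change of 0.47 (standard error 0.166, adjusted p = 0.0160 from edgeR's test). This value stayed between 0.35 and 0.60 when each of 10 libraries was left out in turn. With DESeq2 in place of edgeR the rise was 0.40 and did not reach the threshold (adjusted p = 0.117 from DESeq2, within a range of 0.00221 to 0.170 over the alternatives to the main processing).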

*Miga2*, a recently discovered tether facilitating mitochondria interactions with the ER and LDs in adipocytes^31,36^, was identified as the only exclusive LD-fuelling regulator (Fig. 4a). While we did not manage to knockdown or deplete MIGA2 in primary BMDMs, we ectopically expressed MIGA2 to gain insight into its role for MOU assembly (Extended Data Fig. 7a). In line with its reported LD-fuelling function, ectopic expression of MIGA2 enhanced LD number and size (Extended Data Fig. 7b,c) and induced a selective remodelling of LD-containing MOUs, including the formation of ER–LD and M–ER–LD clusters (Fig. 4b,c). Moreover, metabolic measurements determined that MIGA2 enhanced the incorporation of taken-up exogenous fatty acids into TGs (Fig. 4d) and increased total TG levels (Fig. 4e), as well as their storage and release of arachidonic acid (Fig. 4f). Ultimately, these changes in lipid flow were accompanied by a threefold increase in LD-controlled PGE_2_ synthesis (Fig. 4g and Extended Data Fig. 7d). Other aspects of PGE_2_-relevant lipid metabolism remained unaffected (Extended Data Fig. 7e–h).

**Fig. 4:**
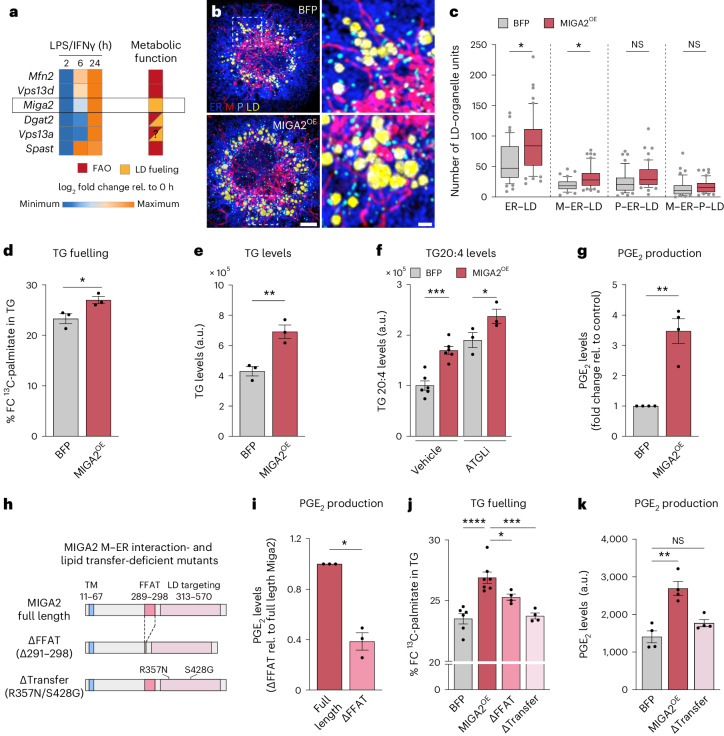
MIGA2 is a M–ER–LD tether regulating LD fuelling of fatty acids and macrophage PGE_2_ production. **a**, Left: LD–organelle tethers identified by RNA-seq with upregulated gene expression during 6–24 h of LPS/IFNγ-treatment. Right: metabolic functions of tethers are indicated by a colour code. FAO, fatty acid oxidation. **b**,**c**, Images (**b**) and quantification (**c**) of M–ER–P–LD units in LPS/IFNγ-activated (24 h) MIGA2-expressing BMDMs. The images are maximum intensity projections. Scale bars, 5 µm and 1 µm (magnification) (**b**). Box plots are as in Fig. 2e. Data represent *N* = 46 (BFP) and *N* = 50 (MIGA2) cells from *n* = 3 biological replicates. *P* values were obtained using a one-way ANOVA with Sidak’s post hoc test (**c**). **d**–**f**, TG analysis showing ^13^C-palmitate fuelling in TG (**d**), TG levels (**e**) and TG arachidonic acid content and release (**f**) of LPS/IFNγ-activated BMDMs (24 h) expressing BFP or MIGA2. The data stem from *n* = 3 (**d**,**e**) or *n* = 6 (**f**, vehicle) biological repeats. *P* values were calculated using two-tailed, unpaired *t*-tests (**d**,**e**) or one-way ANOVA with Sidak’s post hoc test (**f**). **g**, PGE_2_ levels of LPS/IFNγ-treated (24 h), in MIGA2- relative to BFP-expressing BMDMs, representing *n* = 4 biological replicates. *P* value was generated using a two-tailed, one-sample *t*-test. **h**, Scheme representing MIGA2 and its M–ER tethering-deficient MIGA2^ΔFFAT^ and lipid transfer-deficient MIGA2^Δtransfer^ mutants. **i**, PGE_2_ levels produced by MIGA2- or MIGA2^ΔFFAT^-expressing BMDMs (LPS/IFNγ 24 h), representing *n* = 3 biological repeats. *P* value was generated using a two-tailed, one-sample *t*-test. **j**, ^13^C-palmitate fuelling in TG in LPS/IFNγ-treated BMDMs (24 h) expressing BFP, full-length MIGA2 or MIGA2^ΔFFAT^ and MIGA2^Δtransfer^ mutants. FC, fractional concentration. Data represent *n* = 6 (BFP), *n* = 7 (MIGA2) and *n* = 4 (MIGA2^ΔFFAT^, MIGA2^Δtransfer^) independent repeats. *P* values were obtained using a one-way ANOVA with Dunnett’s post hoc test. **k**, PGE_2_ levels of BFP, MIGA2- or MIGA2^Δtransfer^-expressing BMDMs (LPS/IFNγ 24 h), representing *n* = 4 biological replicates. *P* value was generated using Kruskal–Wallis and Dunn’s post hoc test. Data are mean ± s.e.m. (**d**–**g**,**i**–**k**). Numerical *P* values are available in Supplementary Table 4. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source numerical data are available in Source data. Source data

### MIGA2 amplifies inflammatory lipid trafficking and PGE_2_ production

To further validate the link between MIGA2-driven LD-cluster assembly, TG fuelling and PGE_2_ synthesis, we next sought to manipulate aspects of MIGA2 tethering function. Expressing a MIGA2 mutant with a deleted M–ER interaction domain (MIGA2^ΔFFAT^)^31,36^ (Fig. 4h and Extended Data Fig. 7a) resulted in the anticipated constriction of ER–M interactions (ER-M HPS) induced by full-length MIGA2 (Extended Data Fig. 8a,b). Beyond this, FFAT loss prompted a distinct rewiring of the LD interactome and selectively restricted the ER–LD and M–ER–LD clusters (Extended Data Fig. 8c). By contrast, pairwise LD–M interactions, which can be sustained by other MIGA2 domains^31^, were largely unaffected by the loss of FFAT (Extended Data Fig. 8b). FFAT loss and the resulting reduction of M–ER–LD cluster assembly was sufficient to decrease the levels of PGE_2_ production (Fig. 4i) and TG fuelling (Fig. 4j) relative to MIGA2-expressing cells. Further confirmation for MIGA2’s role in promoting TG fuelling and PGE_2_ production was obtained by the direct mutation of key residues^36^ in the lipid-transfer domain of MIGA2 (Δtransfer)^36,37^ (Fig. 4h). Remarkably, the expression of this transfer mutant almost completely abolished the TG fuelling capacity and PGE_2_ production induced by wild-type MIGA2 (Fig. 4j,k). Thus, our data strongly support a role for MIGA2 in regulating LD cluster formation, LD fuelling and PGE_2_ production. Efforts to manipulate other M–ER–LD-relevant protein tethers or regulators, including MFN2 (M–ER and M–LD tether)^28,38^, RMDN3 (M–ER or M–ER–LD tether)^39,40^ or to functionally interfere with DGAT2 (ER–LD, M–ER–LD localization)^33^, did not result in significantly altered PGE_2_ synthesis (Extended Data Fig. 8d–h). Together, our results support the notion that the upregulated MIGA2 expression of late inflammatory macrophages contributes to the formation of M–ER–LD units to facilitate exogenous lipid flow into LDs and PGE_2_ production.

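At 24 h the normalized counts of *Miga2* were 185 ± 11.6 (SD, n = 3), against 198 ± 16.8 (SD, n = 3) in the naive BMDMs of the same batch. The log2 fold change of 24 h against naive cells was -0.10 (standard error 0.106, adjusted p = 0.419 from edgeR's quasi-likelihood test), a difference smaller than the spread between replicates. It stayed between -0.16 and -0.04 when each library of batch 2 was left out in turn. With scaling by library size alone, which shifted the median of all genes by -0.46, it was -0.56 and past the threshold.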

### The mitochondrial fission regulator DRP1 controls M–ER–P–LD cluster assembly and PGE_2_ production

As identified by OrgaPlexing, LD accumulation synchronized with mitochondrial tubulation at 16–24 h and the selective inactivation of DRP1 after macrophage activation (Fig. 1c and Extended Data Fig. 2c–i). Although DRP1 is mostly known as major mitochondrial fission regulator, it also controls peroxisomal fission and has been linked to ER–M interactions and lipid trafficking^41–43^, thus making DRP1 a potential candidate for modulating M–ER–P–LD units and PGE_2_ production. As expected, *Drp1*^*−/–*^ BMDMs (Extended Data Fig. 9a) showed elongated mitochondria and peroxisomes (Fig. 5a). In addition, *Drp1* deficiency induced the assembly of P–ER–LD and M–ER–P–LD clusters (Fig. 5b,c). The increased presence of peroxisome-containing MOUs was accompanied by mild increases in LD fuelling (Fig. 5d), which likely occurs along ER–M interactions of the MOU^41,43^. Although the elevated fuelling did not result in upregulated TG and TG-stored arachidonic acid levels (Fig. 5d–f), *Drp1*^*−/−*^ BMDMs showed a substantial increase in TG-stored arachidonic acid upon ATGL inhibition (Fig. 5f,g). Thus, *Drp1*^*−/−*^ BMDMs enhance the flux of fatty acids into and arachidonic acid release from TGs, consequently resulting in higher PGE_2_ production (Fig. 5h and Extended Data Fig. 9b). Expression of the dominant-negative fission mutant DRP1^K38A^ (DRP1^DN^)^44^ mimicked all key effects of *Drp1*^*−/−*^ BMDMs, including MOU formation, TG-stored arachidonic acid release and PGE_2_ production (Fig. 5i–l). Conversely, expressing a catalytically active DRP1 mutant (DRP1^CA^)^45^ in *Drp1*^*−/−*^ BMDMs counteracted both the formation of peroxisome containing MOUs and PGE_2_ production (Fig. 5m–o). Together, these data strongly suggest DRP1 as modulator of lipid trafficking and PGE_2_ production in inflammatory macrophages. The DRP1-controlled increase in PGE_2_ levels could neither be attributed to altered expression of key PGE_2_-producing enzymes (Extended Data Fig. 9c,d) nor be related to changes in key mitochondrial functions (Extended Data Fig. 9e–j). As PGE_2_ levels were unchanged in BMDMs depleted of MFN2 or OPA1, we also concluded that mitochondrial fusion was per se not essential for PGE_2_ synthesis (Extended Data Fig. 8f,g and Extended Data Fig. 9k,l). Instead, our LD-interactome analysis of *Drp1*^*−/−*^ BMDMs pointed towards peroxisomes as additional regulator of PGE_2_ production (Fig. 5b,c).

**Fig. 5:**
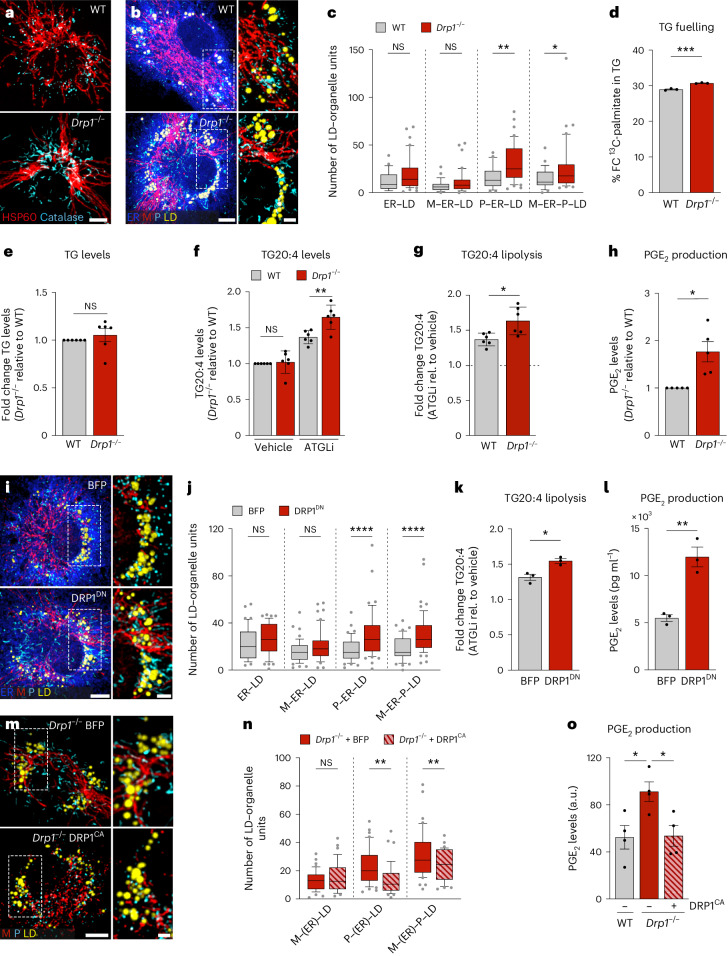
DRP1 regulates M–ER–P–LD cluster formation and PGE_2_ production. **a**, Images showing mitochondrial (red) and peroxisomal (cyan) morphologies in inflammatory *Drp1*^*−/−*^ or wild-type (WT) BMDMs representing *n* = 3 biological replicates. **b**,**c**, Images (**b**) and quantification (**c**) of M–ER–P–LD clusters in LPS/IFNγ-activated *Drp1*^*−/−*^ or wild-type BMDMs. The data represent *N* = 28 (WT) and *N* = 42 (*Drp1*^*−/−*^) cells from *n* = 3 biological replicates. *P* values were obtained using one-way ANOVA with Sidak’s post hoc test. **d**–**g**, TG analysis showing ^13^C-palmitate fuelling in TG (**d**), TG levels (**e**), TG arachidonic acid content (**f**) and release (**f**,**g**) in LPS/IFNγ-treated wild-type and *Drp1*^*−/−*^ BMDMs (24 h) representative of *n* = 3 (**d**) or *n* = 6 (**e**–**g**) biological replicates. *P* values were obtained using a two-tailed, unpaired *t*-test (**d**,**g**), two-tailed, one-sample *t*-test (**e**) or one-way ANOVA with Sidak’s post hoc test (**f**). **h**, PGE_2_ production of LPS/IFNγ-activated wild-type or *Drp1*^*−/−*^ macrophages (24 h) representing *n* = 5 biological repeats. *P* value was obtained using a two-tailed, one-sample *t*-test. **i**,**j**, Images (**i**) and quantification (**j**) of M–ER–P–LD clusters in LPS/IFNγ-activated DRP1^DN^ expressing BMDMs. Data represent *N* = 48 (BFP) and *N* = 55 (DRP1^DN^) cells from *n* = 3 biological repeats. *P* values were obtained using a one-way ANOVA with Sidak’s post hoc test (**j**). **k**,**l**, TG arachidonic acid release (**k**) and PGE_2_ production (**l**) of BFP and DRP1^DN^ expressing LPS/IFNγ-treated BMDMs (24 h). Data show *n* = 3 independent measurements. *P* values were obtained using two-tailed, unpaired *t*-tests (**k**,**l**). **m**,**n**, Images (**m**) and quantification (**n**) of M–ER–P–LD clusters in LPS/IFNγ-activated DRP1^CA^- or BFP-expressing *Drp1*^*−/−*^ BMDMs. Data represent *N* = 42 (BFP) and *N* = 38 (DRP1^DN^) cells from *n* = 3 biological replicates. *P* values were obtained using one-way ANOVA with Sidak’s post hoc test (**n**). **o**, PGE_2_ production of LPS/IFNγ-treated wild-type BMDMs expressing BFP and *Drp1*^*−/−*^ BMDMs expressing BFP or DRP1^CA^. Data show *n* = 4 biological replicates. *P* values were obtained using one-way ANOVA with Dunnett’s post hoc test. All images are maximum intensity projections. Scale bars, 5 µm and 2 µm (magnifications) (**a**,**b**,**i**,**m**). Box plots (**c**,**j**,**n**) are as in Fig. 2e. Data are mean ± s.e.m. (**d**,**e**,**h**,**k**,**l**) or mean ± s.d. (**f**,**g**). Numerical *P* values are available in Supplementary Table 4. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source numerical data are available in Source data. Source data

### DRP1-regulated P–LD tethering controls inflammatory PGE_2_ production

To address the role of peroxisomes for MOU assembly and PGE_2_ synthesis more directly, we used BMDMs genetically deficient for the peroxisomal import protein PEX5^46^ (Extended Data Fig. 10a). *Pex5*^*−/−*^ cells were almost devoid of peroxisomes (Fig. 6a,b), which consequently resulted in substantial reductions of P–ER–LD and M–ER–P–LD clusters (Fig. 6c). In a more refined approach, we manipulated P–LD clustering by modifying a P–LD tether pair, consisting of the LD-localized M1-Spastin, which we also identified as tether candidate from our RNA-seq analysis, and its peroxisomal partner ABCD1 (Figs. 4a and 6d,e and Extended Data Fig. 10b–d). 

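In the RNA-seq libraries, *Spast* (ENSMUSG00000024068.8) is the gene on chromosome 17 of GRCm38 from 74338987 to 74391115. In batch 1 it had 793 ± 67.3 (SD, n = 2) normalized counts in naive BMDMs, 394 ± 22.0 (SD, n = 2) at 2 h and 594 ± 52.8 (SD, n = 2) at 6 h. In batch 2 it had 744 ± 59.0 (SD, n = 3) in naive BMDMs and 589.8 ± 28.8 (SD, n = 3) at 24 h. Its log2 fold change against naive cells was -1.01 (standard error 0.090, adjusted p = 3.26e-10 from edgeR's test) at 2 h, -0.42 (standard error 0.086, adjusted p = 0.000110) at 6 h and -0.34 (standard error 0.076, adjusted p = 0.000311) at 24 h. Between 6 h and 24 h it changed by 0.08 (standard error 0.115, adjusted p = 0.540 from edgeR's test), less than the spread between replicates. With scaling by library size alone, the log2 fold change of *Spast* against naive cells was -1.49 at 2 h, -1.02 at 6 h and -0.80 at 24 h.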

Clearly, depletions of PEX5 or ABCD1 reduced PGE_2_ synthesis, whereas ectopic expression of the P–LD tether molecules ABCD1 or M1-Spastin substantially increased PGE_2_ production (Fig. 6f,g and Extended Data Fig. 10e,f). The observed phenotypes could neither be attributed to altered expression levels of PGE_2_-synthesizing enzymes (Extended Data Fig. 10g,h), nor to changes in total TG or TG-stored arachidonic acid levels (Fig. 6h,i and Extended Data Fig. 10i–k). However, the impairment of peroxisomal function (Fig. 6h) or the disruption of P–LD tethering (Fig. 6i) resulted in a decreased release of arachidonic acid from TGs. Conversely, augmenting P–LD tethering promoted the release of TG-stored arachidonic acid (Extended Data Fig. 10l). Thus, our data support a role of peroxisomes in regulating LD lipolysis, as suggested previously^47–49^.

**Fig. 6:**
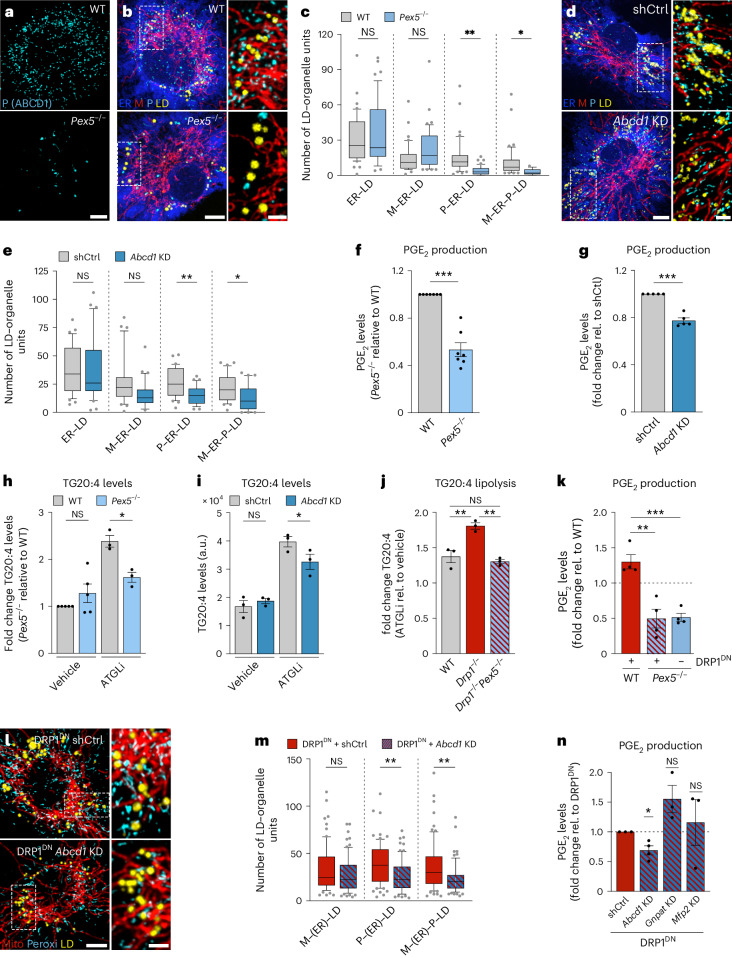
Peroxisomes control the release of LD-stored arachidonic acid and drive PGE_2_ production in Drp1 inhibited cells. **a**, Images showing peroxisomes in wild-type or *Pex5*^*−/−*^ BMDMs representing *n* = 3 biological repeats. **b**–**e**, Images (**b**,**d**) and quantification (**c**,**e**) of M–ER–P–LD clusters in LPS/IFNγ-activated BMDMs upon *Pex5*^*−/−*^ (**b**,**c**) or *Abcd1* knockdown (KD) (**d**,**e**) relative (rel.) to controls. shCtrl, scrambled shRNA control. Data from *N* = 42 (WT) and *N* = 44 (*Pex5*^*−/−*^) and *N* = 31 (shCtrl) and *N* = 33 (*Abcd1* KD) cells were pooled from *n* = 3 biological replicates. *P* values were obtained using a one-way ANOVA with Sidak’s post hoc test (**c**,**e**). **f**,**g**, PGE_2_ production of LPS/IFNγ-activated (24 h) *Pex5*^*−/−*^ (**f**) or *Abcd1* KD (**g**) BMDMs relative to controls. Data represent *n* = 7 (**f**) and *n* = 5 (**g**) biologically independent experiments. *P* values were obtained using two-tailed, one-sample *t*-tests. **h**–**j**, Lipidomic analysis showing TG arachidonic acid content (**h**,**i**) and release (**h**–**j**) in LPS/IFNγ-treated *Pex5*^*−/−*^ (**h**), *Abcd1* KD BMDMs (**i**) or *Drp1*^*−/−*^ and *Pex5*^*−/−*^*Drp1*^*−/−*^ (**j**) BMDMs relative to controls. Data represent *n* = 5 (**h**, vehicle) and *n* = 3 (**i**,**j** and **h**, ATGLi) biological replicates. *P* values were obtained using one-way ANOVA with Sidak’s post hoc test (**h**–**j**). **k**, PGE_2_ production of wild-type or *Pex5*^*−/−*^ BMDMs expressing DRP1^DN^ (LPS/IFNγ 24 h) from *n* = 4 biologically independent experiments. *P* values were obtained using a one-way ANOVA with Tukey’s post hoc test. **l**,**m**, Images (**l**) and quantification (**m**) of M–P–LD clusters LPS/IFNγ-activated DRP1^DN^ overexpressing BMDMs upon *Abcd1* KD. Data represent *N* = 54 (shCtrl) and *N* = 54 (*Abcd1* KD) cells from *n* = 4 biological replicates. *P* values were obtained using Kruskal–Wallis with Dunn’s post hoc test. **n**, PGE_2_ production of LPS/IFNγ-activated DRP1^DN^ overexpressing BMDMs upon *Abcd1*, *Gnpat* or *Mfp2* knockdown. Data represent *n* = 4 (*Abcd1* KD) or *n* = 3 (*Gnpat* and *Mfp2* KD) biological replicates. *P* values were obtained using two-tailed, one-sample *t-*tests. All images are maximum intensity projections. Scale bars, 5 µm and 2 µm (magnifications) (**a**,**b**,**d**,**l**). Box plots (**c**,**e**,**m**) are as in Fig. 2e. Data are mean ± s.e.m. (**f**–**k**,**n**). Numerical *P* values are available in Supplementary Table 4. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Source numerical data are available in Source data. Source data

Remarkably, manipulating peroxisome biology was sufficient to antagonize effects induced upon DRP1 inactivation. Repressing peroxisomal mass using *Drp1*^*−/−*^*Pex5*^*−/−*^ BMDMs (Extended Data Fig. 10m) effectively abrogated the increased release of arachidonic acid from TGs seen in *Drp1*^*−/−*^ BMDMs (Fig. 6j). Consistently, loss of *Pex5* also restricted the enhanced PGE_2_ production induced by DRP1 inactivation using DRP1^DN^ (Fig. 6k). Targeting peroxisomes in a more refined manner by depleting ABCD1 was sufficient to reduce the DRP1^DN^-enforced increase in peroxisome-containing MOUs (Fig. 6l,m) and PGE_2_ production (Fig. 6n). In contrast to the crucial role of P–LD tethering for PGE_2_ production, manipulating peroxisomal functions by depleting MFP2, a key factor for peroxisomal β-oxidation^50^, or GNPAT, a driver of ether-lipid synthesis^51^, did not result in measurable changes in DRP1^DN^-driven PGE_2_ synthesis (Fig. 6n and Extended Data Fig. 10n). Thus, our results demonstrate that inactivation of DRP1 leads to an increased incorporation of peroxisomes into MOUs, likely facilitated by molecular tethers such as ABCD1-M1-Spastin. Formation of these peroxisome-containing MOUs in inflammatory macrophages ultimately amplifies the mobilization of TG-stored arachidonic acid to support PGE_2_ production.

## Discussion

Together, our data define how macrophages rewire their organellar architecture to enable metabolic switches and control macrophage effector functions. We demonstrate that inflammatory macrophages embed LDs in MOUs that regulate inflammatory fatty-acid trafficking. While M–ER–LD clusters enable LD fuelling, the additional recruitment of peroxisomes facilitates LD lipolysis and with it the liberation of arachidonic acid for PGE_2_ production. How these units and their incorporated contact sites control lipid flow remains to be determined in more detail. Beyond controlling fatty acid trafficking efficacy, organelle contacts can alter phospholipid content, membrane curvature, protein activity and organelle function^11,36,37,52^ that may contribute to PGE_2_ production^53,54^. Most importantly, our data show that we are now able to extract MOUs and their molecular regulators from phenotypical OrgaPlexing. This has notable implications, as MOUs start to connect previously disparate parts of the cellular architecture. With increasing numbers of gene mutations found in metabolic and organellar genes and identified organellar defects in pathological states^55–57^, MOUs will likely expand our insight into pathophysiological conditions. Considering solely LD MOUs, this extended organelle regulation unit could provide insights in conditions associated with aberrant lipid and arachidonic acid metabolism, such as aging-induced neuroinflammation^27,58^, bacterial infections^14^ or tumour progression^7,59,60^. As our OrgaPlexing approach requires no genetic manipulations of target cells (Fig. 3h), it is applicable to virtually any cell type, including rare or challenging-to-manipulate primary (immune) cells. This versatility empowers us to investigate organelles as MOUs to further advance our comprehension of organelle physiology and metabolism in both health and disease.

## Methods

Animal breeding and husbandry were performed in accordance with the guidelines provided by the Federation of European Laboratory Animal Science Association and the Regierungsprasidium Freiburg, Germany Az. 35-9185.64/1. The animals were euthanized for tissue removal in compliance to section 4, paragraph 3 of the German Animal Protection Act.

### Mice

The following mouse strains were used: C57BL/6J, C57BL6/J *Cx3cr1*^tm1.1(cre)Jung^ *Dnm1l*^tm1.1Miha^, C57BL6/J *Lyz2*^tm1(cre)Ifo^ *Dnm1l*^tm1.1Miha^, C57BL6/J *Lyz2*^tm1(cre)Ifo^ *Pex5*^tm1(Pec)Baes^, C57BL6/J *Lyz2*^tm1(cre)Ifo^ *Pex5*^tm1(Pec)Baes^ *Dnm1l*^tm1.1Miha^ and C57BL6/J *Lyz2*^tm1(cre)Ifo^ *Opa1*^tm1.1Hise^. C57BL/6J (JAX, no. 000664), *Pex5*^*fl/fl*^ mice (B6J.129-Pex5^*tm1Pec*^/BaesJ; JAX, no. 031665) were purchased from the Jackson Laboratories. *Opa1*^*fl/fl*^ and *Drp1*^*fl/fl*^ mice were a gift from E. Pearce. The mice were housed under specific pathogen-free conditions with 20–24 °C, 45–65% humidity, 14–10 h light–dark cycle and standard chow diet ad libidum (Mouse Breeding, High Energy, ssniff, cat. no. V1185-300) at the animal facility at the Max Planck Institute of Immunobiology and Epigenetics Freiburg. Age- and sex-matched (8–25 weeks) male and female animals were used for experiments using knockout strains. Cre-expressing littermate control animals served as controls when possible. A contribution of Cre expression to biological phenotypes was controlled for and has not been observed. Male (8–12 weeks) C57BL/6J mice were used for bone marrow isolations for all other experiments. Peritoneal macrophages were isolated from aged (114–116 weeks) and young (8–15 weeks) female C57BL/6J mice. Aged mice were obtained through the shared animal programme for animal welfare at the Max Planck Institute of Immunobiology and Epigenetics.

### Antibodies and reagents

The following antibodies were used for immunofluorescence staining (IF), western blot (WB) or flow cytometry (FACS): anti-ABCD1 (WB 1:5,000; IF 1:500; Abcam, ab197013), anti-ACSL1 (IF 1:200, Proteintech, 13989-1-AP), anti-ATGL (WB 1:1,000; IF 1:200; Cell Signaling Technology, 2439), anti-β-actin-horseradish peroxidase (HRP) (WB 1:40,000; SantaCruz, sc-47778 HRP), anti-Calnexin (IF 1:250; Proteintech, 10427-2-AP), anti-Catalase (IF 1:300; FACS 1:100; R&D Systems, AF3398), anti-CD16/CD23 (FACS 1:1,000; Thermo Fisher, 14-0161-82), anti-CD107a (IF 1:200; BioLegend, 121601), anti-CD107a Alexa488-conjugated (FACS 1:200; BioLegend, 121607), anti-COX2 (IF 1:400; WB 1:1,000; Cell Signaling Technology, 12282), anti-cPLA2 (IF 1:250; WB 1:1,000; Cell Signaling Technology, 5249), anti-DRP1 (WB 1:1,000, IF 1:100; Cell Signaling Technology, 8570), anti-phospho-DRP1 (S616) (WB 1:1,000; Cell Signaling Technology, 3455), anti-phospho-DRP1 (S637) (WB 1:1,000; Cell Signaling Technology, 4867), anti-FAM73B (WB 1:1,000; Abcam, ab122713), anti-GM130 (IF 1:300; FACS 1:500; BD Bioscience, 610823), anti-GNPAT (WB 1:1,000; Proteintech, 14931-1-AP), anti-HSD17B4 (WB 1:1,000; Novus Biologicals, NBP1-85296), anti-HSP60 (IF 1:1,000; FACS 1:500; Cell Signaling Technology, 12165), anti-HSP60 (IF 1:1,000, antibodies.com, A85438), anti-MFN2 (WB 1:1,000; Abcam, ab124773), anti-mPGES1 (IF 1:500; WB 1:1,000; Abcam, ab180589), anti-OPA1 (WB 1:1,000; Thermo Fisher, MA5-16149), anti-PEX5 (WB 1:5,000; Novus Biologicals, NBP1-87185), anti-RMDN3 (WB 1:200; Thermo Fisher, PA5-117028), anti-rabbit HRP (WB 1:8,000; ThermoFisher, 31460), anti-goat HRP (WB 1:10,000; ThermoFisher, 31402), anti-mouse HRP (WB 1:10,000; ThermoFisher, 61-6520), anti-rabbit biotin-conjugated (IF 1:500; Thermo Fisher, A16039), anti-rabbit Cy3 (IF 1:1,000; Jackson Immuno Research Laboratories, 111-165-144), anti-rabbit Alexa Fluor 568 (IF 1:500; Thermo Fisher, A10042), anti-rabbit Alexa Fluor 647 (IF 1:500, FACS 1:500; Thermo Fisher, A31573), anti-mouse DyLight 405 (IF 1:300; Jackson Immuno Research Laboratories, 715-475-151), anti-mouse Alexa Fluor 568 (IF 1:500, FACS 1:500; Thermo Fisher, A10037), anti-goat DyLight 405 (IF 1:300; Jackson Immuno Research Laboratories, 705-475-147), anti-goat Alexa 405 Plus (IF 1:500; Thermo Fisher, A48258), anti-goat Alexa Fluor 568 (IF 1:500; Thermo Fisher, A11057) anti-goat Alexa Fluor 647 (IF 1:500, FACS 1:500; Thermo Fisher, A32849), anti-rat DyLight 550 (IF 1:600; Thermo Fisher, SA5-10027) and anti-chicken Alexa Fluor 647 (IF 1:500, Jackson Immuno Research Laboratories, 703-605-155).

The following dyes and chemicals were used: BODIPY ^493/503^ (500 ng ml^−1^ fixed, 200 ng ml^−^^1^ live imaging, D3922), BODIPY ^558/568^ C_12_ (1 µM 24 h pulse, 5 µM acute pulse, D3835), CellROX Deep Red (C10422), Fixable Viability Dye eFluor 450 (65086314), Fixable Viability Dye eFluor 780 (65086514), MitoSOX red (5 µM, M36008), MitoTracker Green FM (100 nM, M7514), Streptavidin Alexa Fluor 514 conjugate (IF 1:1,500; S32353) and tetramethylrhodamine methyl ester perchlorate (T668) from Thermo Fisher, LipidSpot 610 from Biotium (70069), MitoTracker Deep Red FM from Cell Signaling Technology (50 nM, 8778P), IFNγ (50 ng ml^−1^; PeproTech, AF-315-05), LPS (20 or 100 ng ml^−1^; InvivoGen, tlrl-pb5lps), macrophage colony stimulating factor (20 ng ml^−1^; PeproTech, 315-02), *S. aureus* BioParticles (3 × 10^6^ particles ml^−1^; Thermo Fisher, S2859) and ATGL (20 µM; 40 µM only Extended Data Fig. 6e,f; SML1075), Etomoxir (25 µM; E1905), Nocodazole (5 µM; M1404), PF-06424439 (PZ0233, 10 µM) and T863 (75 µM, SML0539) (Sigma-Aldrich).

### BMDM differentiation and activation

Bone marrow was isolated from pelvis, femur and tibia of mice and differentiated for 6 days in BMDM medium (RPMI 1640, 10% FCS, 100 U ml^−1^ penicillin and 0.1 mg ml^−1^ streptomycin) containing 20 ng ml^−1^ macrophage colony stimulating factor at 37 °C and 5% CO_2_. BMDMs were activated with 20 ng ml^−1^ LPS and 50 ng ml^−1^ IFNγ. For heat-killed *S. aureus* treatment, BMDMs were activated with 1 × 10^6^ bacterial particles spun on cells by centrifugation for 30 s at 300*g* and incubated for 30 min and collected after 24 h. For nocodazole treatment, BMDMs were activated for 23 h in BMDM activation medium. The cells were transferred to ice for 2 min, the medium was exchanged for BMDM medium containing 5 µM nocodazole and the cells were incubated for 1 h at 37 °C and 5% CO_2_.

### Isolation of peritoneal macrophages

The peritoneal cells were collected by lavage and cell suspensions cultured for 2.5 h in RPMI supplemented with macrophage colony stimulating factor (20 ng ml^−1^) allowing macrophages to adhere. The non-adherent cells were washed off five times with cold PBS. The adherent cells were collected using 20 mM EDTA and plated in BMDM medium. Peritoneal macrophages were activated for experiments with BMDM activation medium.

### Plasmids

New plasmids were generated using the CloneAmp HiFi PCR Premix and In-Fusion HD Cloning Kit (Takara) or the NEBuilder HiFi DNA Assembly kit (New England Biolabs) according to the respective manufacturer’s instructions. The following original sequences and target vectors were used: ERmoxGFP (Addgene no. 68072) and pBMN backbone (Addgene no. 1734), ERmoxVenus, mOrange2Peroxisomes2 (Addgene no. 54596), *Abcd1* (Dharmacon no. MMM1013-202798649), and MigR1-IRES-GFP backbone (Addgene no. 27490), *Miga2* (Dharmacon no. MMM1013-202770174) and MigR1-IRES-BFP plasmid, mApple-M1-Spastin (Addgene no. 134461) and pBMN plasmid, human *Mfn2* (Addgene no. 121997) and *Rmdn3* (Addgene no. 170536) and MigR1-IRES-BFP backbone. The MigR1-Drp1K38A-IRES-GFP and MigR1-Drp1K38A-IRES-BFP plasmids were generated inserting the Drp1K38A sequence into the MigR1-IRES-GFP and MigR1-IRES-BFP backbones, respectively. The Drp1^CA^ mutant (Drp1-S579E-S600A) was generated by mutagenesis of the MigR1-Drp1K38A-IRES-BFP plasmid. The primers used to amplify or delete the respective DNA sequences are listed in Supplementary Table 1.

SMARTvector lentiviral shRNA plasmids targeting *Abcd1* (no. V3SM11241-233039389), *Gnpat* (no. V3SM11241-234930851), *Mfn2* (no. V3SM11241-235275969), *Mfp2* (no. V3SM11241-235172019) or *Rmdn3* (no. V3SM11241-231389259) and a SMARTvector non-targeting control (no. VSC11715) were obtained from Dharmacon Reagents.

### Mitochondrial DNA quantification

Mitochdondrial DNA was isolated using the PureLink genomic DNA Mini Kit (Invitrogen, K1820-01) according to the manufacturer’s instructions. Mitochondrial and nuclear DNA content quantified was with primers for *Mtco1* and *Ndufv1*, respectively (Supplementary Table 2). The samples were measured in the 7500 Fast Real-Time PCR System (Applied Bioscience) and analysed via StepOne Software (AB, v.2.0). The ratio of mitochdondrial DNA to nuclear DNA was calculated (2^ct nDNA^/2^ct mtDNA^).

### Immunofluorescence

Macrophages were seeded on fibronectin-coated 12-mm glass coverslips and treated as desired. The cells were fixed with 4% paraformaldehyde 15 min at room temperature and permeabilized with 0.2% Triton X-100 in PBS. If biotinylated antibodies were used, endogenous biotin was blocked by using the Endogenous Biotin-Blocking Kit (Invitrogen, E21390) according to the manufacturer’s instructions. Subsequently, the coverslips were incubated in blocking solution (5% foetal bovine serum, 0.1% Tween-20 in PBS) for 1 h at room temperature. Primary and secondary antibody staining were performed in blocking buffer for 16 h at 4 °C and 1 h at room temperature, respectively. Streptavidin staining was performed in PBS for 1 h at room temperature subsequent to secondary antibody staining. To visualize lipid droplets, samples were incubated for 10 min at room temperature with 500 ng ml^−1^ Bodipy^493/502^ or LipidToxRed (1:1,000). The samples were mounted in Fluoromount-G (Thermo Fisher, 00-4959-52) or ProLong Glass Antifade Mountant (Thermo Fischer, P36982) for structured illumination microscopy (SIM) applications. Staining panels for each figure are listed in Supplementary Information (Supplementary Table 3).

### Confocal microscopy, structured illumination microscopy and image processing

Spectral imaging was conducted on a LSM780 Zeiss confocal microscope using a 32-channel QUASAR detector (Carl Zeiss) in lambda mode with 8.9 nm bins from 410 to 695 nm, a 63×/1.4 NA objective lens and ZEN 2012 SP5 black software (Carl Zeiss, v14.0.26.201). The fluorophores were simultaneously excited using 405, 488, 561 and 633 nm lasers and 405 and 488/561/633 nm main beam splitters. OrgaPlex primary–secondary antibody combinations were chosen to be devoid of cross-reactivity to other antibody pairs and to show highly specific organelle with minimal background staining. Antibody pairs and dyes were carefully curated to ensure proper visualization of all six organelles without overexposing pixels in one or more emission band widths. Spectral unmixing was performed using single spectra of fluorescent reporters defined by single staining and the ZEN 2012 SP5 black software. Unmixed images were deconvolved using Huygens Professional software (Scientific Volume Imaging, v22.10.0p1) and theoretical point-spread functions. All other confocal images were acquired with an inverted LSM780 or LSM880 Zeiss confocal microscope equipped with a 63×/1.4 NA or 40×/1.4 NA objective lens and ZEN 2012 SP5 black or ZEN 2.3 SP1 FP3 black (Carl Zeiss, v14.0.27.201), respectively. To quantify mitochondrial morphology, images were oversampled (*x*/*y*/*z* 0.08/0.08/0.2 µm) for optimal deconvolution using Huygens Professional software with theoretical point-spread functions. Structured illumination microscopy was conducted using an Elyra 7 super-resolution microscope (Carl Zeiss) equipped with a 63×/1.4 NA objective lens. The images were acquired as small LD-encompassing *Z*-stacks using three grating rotations. Super-resolution images were generated using the structured illumination tool of the ZEN software (Carl Zeiss, ZEN black v16.0.15.306). Live cell imaging experiments were conducted at 37 °C and 5% CO_2_ using the LSM780 or LSM880 confocal microscopes and a stage-top incubator (TokaiHit). Spectral live cell imaging (ERmoxVenus, mOrange2-Peroxisomes2, MitotrackerDeepRed FM, 200 ng ml^−1^ BODIPY^493/503^) was performed at 37 °C. Individual focal planes were acquired in lambda mode (8.9 nm bins) in intervals of 10 s. For acute fatty acid pulse-chase experiments, the images were acquired in 5–6 s intervals. When required for imaging analysis, images were spatially deconvolved using Huygens Professional as described above. The depicted images were prepared using Imaris (Bitplane, v.9.7.2), and brightness and contrast were adjusted. A median filter was applied. The images depicting maximum intensity projections of ER stainings were gamma-adjusted to better visualize peripheral ER structures. Background subtraction was applied for images of Figs. 1b,c and 2a and Extended Data Figs. 3d and 6g.

### Image analysis

Organelle positioning and proximity were analysed using the 3D surface objects tool of Imaris (Bitplane, v.9.7.2). Regions of interest were defined for the centre and periphery of each cell. The threshold values were manually adjusted to optimally segment each organelle. The split-touching-objects function was applied to optimally analyse organelle positioning and HPS formation for bigger organelle structures. Although this approach overestimates surface numbers for organelles with big, continuous surfaces (for example, the ER and mitochondria), it generated a better estimation of cellular organelle distribution and HPS formation compared with segmenting large surface objects. Especially for mitochondria, this also allowed the analysis of organelle–organelle contacts irrespective of tubulated or fragmented organelle morphologies. The following smoothing and seed-point diameters were used: ER 0.02 and 0.2, Golgi 0.03 and 0.3, LD 0.04 and 0.4–0.5 (depending on LD size), lysosome 0.02 and 0.2, mitochondria 0.03 and 0.3 and peroxisome 0.03 and 0.3, respectively. Imaris statistic data were further processed using custom code generated in R studio (v1.3.1093).

For distance measurements, the nucleus centre was manually determined and surface volumes determined over a 3D coordinate system. The surface volume of each organelle was summed up in bins of 0.25 µm (from nucleus centre) and averaged across 15 cells per condition. Organelle proximity was determined with Imaris surface nearest neighbour analysis, surface edge to surface edge tool. Distances ≤0 nm were defined as HPS. For pairwise interaction analysis, HPS for the bait organelle with the higher surface number were depicted as the reciprocal analysis generally showed the same trend. The network graph was generated using ggraph (2.0.6) and tidygraph (V1.2.2) packages with R Studio (V 2022.07.1.554). LD–organelle clusters are LD-surface objects that form HPS with multiple organelle classes at the same time. LD–organelle clusters with an average frequency <0.8 were considered artefacts or too low abundant and excluded from analysis.

Organelle mass (total volume per cell), mitochondrial morphology and sphericity, overlapped volume between organelles and total LD surface area per cell were quantified using the Imaris surface tool. Co-localization of LDs with organelles and 3D representations of co-localized pixels were generated with the Imaris co-localization tool. Co-localization of DRP1 with mitochondria (HSP60) was quantified using the Pearson’s Coefficient ImageJ Jacob co-localization software tool (https://imagej.net/ij/plugins/track/jacop.html). Proximity sites of mitochondria and peroxisomes to LDs in living cells were analysed using Fiji ImageJ (V2.1.0). Individual mitochondria or peroxisomes were manually tracked over time and HPS to LDs were manually counted. The organelles that did not contact LDs were excluded. Contact plots (heat maps) indicate proximity sites of tracked organelles with LDs over time. Peroxisomal RedC12 signal was quantified in two-dimensional surfaces based on the Emerald-Peroxisomes2 signal (average MFI per cell) using the Imaris surface tool.

### TG lipidomics

TGs were measured using liquid chromatography (LC) quadrupole time-of-flight (QTOF) mass spectrometry (MS).

Cells were lysed in ice-cold methanol (750 µl) and methyl-*tert*-butyl ether (2.5 ml) and samples incubated at 4 °C for 1 h under shaking. The phases separated by the addition of H_2_O (625 µl) and centrifugation at 1,000*g* for 10 min. Organic phases were dried in a Genevac EZ-2 (SP Scientific). The samples were resuspended in 40 µl of a 2:1:1 2-propanol:acetonitrile:H_2_O mixture and measured using an Agilent 1290 infinity II UHPLC system coupled to a Bruker impact II QTOF–MS as previously described^61^. In brief, scan range was from 50 to 1,600 Da. Mass calibration was performed at the beginning of each run. LC separation occurred on a Zorbax Eclipse plus C18 column (100 mm × 2 mm, 1.8 µm particles) using a solvent gradient of 70% buffer A (10 mM ammonium formiate in 60:40 acetonitrile:water) to 97% buffer B (10 mM ammonium formiate in 90:10 2-propanol:acetonitrile). The flow rate was 400 µl min^−1^, autosampler temperature was 5 °C and injection volume was 2 µl. The lipid profiles were analysed using MetaboScape Software (version 2023, Bruker), and the lipid species were annotated using the spectral library and lipid species functions. Levels of TGs containing the fatty acid C20:4 were quantified as arbitrary units.

### Metabolic tracing

Metabolic tracing was conducted using gas chromatography (GC) coupled to MS. For glucose tracing, BMDMs were incubated for 24 h in glucose-free BMDM medium supplemented with 11 mM ^13^C-glucose. For palmitate tracing, BMDMs were incubated with 20 µM BSA reagent-conjugated ^13^C-palmitic acid for the last 18 h of activation. To extract metabolites, BMDMs were washed once with ice-cold 0.9% NaCl in MilliQ-H_2_O, shock frozen in an ethanol–dry ice bath and collected with a cell lifter in ice-cold 80% methanol. The cell debris was removed by centrifugation for 5 min at 20,000*g* and 4 °C. Methanol supernatants were collected and dried in a Genevac EZ-2 (SP Scientific). The metabolites were resuspended in 10 µl D27/methoxyamine mix (10 mg ml^−1^ methoxyamine hydrochloride, 0.2 µg ml^−1^ myristic-d_27_ acid in pyridine) for 1 h at 30 °C, and the mix were derivatized with *N*-(*tert*-butyldimethylsilyl)-*N*-methyl-trifluoroacetamid, with 1% *tert*-butyldimethyl-chlorosilane (375934 Sigma-Aldrich) for 60 min at 80 °C. Isotopomer distributions were measured using a DB5-MS GC column (30 m × 0.25 mm) in a 7890 GC system (Agilent Technologies) combined with a 5977 MS system (Agilent Technologies). Metabolic tracing of ^13^C-palmitate into lipids was conducted using LC–QTOF–MS. BMDMs were pre-treated for 4 h in BMDM activation medium and subsequently incubated in BMDM medium containing 20 µM BSA-conjugated ^13^C-palmitic acid for 20 h. The samples were collected and processed as described in the lipidomics section. Data pre-processing for metabolic tracing experiments was performed in R as described previously^62,63^. Data from tracing experiments are presented as ^13^C-labelled metabolite fractions of respective total metabolite level.

### PGE_2_ measurements

PGE_2_ levels in BMDM supernatants were determined using enzyme-linked immunosorbent assays (Abcam, ab133021, discontinued; R&D Systems, SKGE004B) according to the respective manufacturer’s instructions. Absorbance was detected using a SpextraMax250 microplate reader (Molecular Devices). Alternatively, PGE_2_ levels were quantified using targeted LC–MS. The macrophage supernatant was incubated with acetonitrile (1:2 v/v) overnight at 4 °C. The precipitated proteins were pelleted by centrifugation at 3,000*g* for 10 min, and the supernatant was transferred to H_2_O (1:2 v/v). Prostaglandin LC–MS was carried out using an Agilent 1290 Infinity II UHPLC in-line with an Agilent 6495 triple-quadrupole–MS operating in MRM mode. The selected prostaglandins were used as pure standards and transferred for the detection of their respective isomers. LC separation was on a Waters Acquity HSS PFP column (100 mm × 2.1 mm, 1.7 µm particles) using a solvent gradient of 75% buffer A (0.1% v/v formic acid in water) to 90% buffer B (acetonitrile). The flow rate was 400 µl min^−1^. The autosampler temperature was 6 °C. Data processing was performed using Agilent MassHunter Software (version 8).

### RNA-seq

RNA isolation was performed using the RNeasy MinElute Cleanup Kit according to the manufacturer’s instructions. Complementary DNA libraries were prepared by the Deep Sequencing facility at the Max Planck Institute of Immunobiology and Epigenetics using the TrueSeq stranded mRNA protocol (Illumina) and sequenced on a HiSeq 3000 (Illumina) platform to a depth of 16 million reads per sample. 

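The deposited counts on genes had a median of 25885907.5 per library in batch 1 and 16204277.5 in batch 2. These are reads assigned to genes after alignment, not reads sequenced, and all values here rest on these counts.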

Initial RNA-seq analysis was performed with snakePipes (version 2.7.2)^64^ with the mRNA-seq module. Raw fastq files were trimmed for adaptors using cutadapt (version 4.1) and aligned to the mm10 reference genome with STAR (version 2.7.10b). The gene counts were generated using featureCounts (version 2.0.1)^65^ using gene annotations from gencode version M19^66^. 

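The deposited table lists 54842 genes by Ensembl identifier with version. The symbols and coordinates used here come from GENCODE release M21 on the same mouse assembly, which names 54409 of these genes, 53229 of them with the same version. Neither the text nor the table states whether reads were counted by strand or how reads that align to several places were treated, so genes that overlap another gene or have a close copy can share counts.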

Sequencing quality control was performed using deeptools (version 3.5.1)^67^. The gene expression analysis was performed using DESeq2 (version 1.34.0)^68^, with a design of the form ~batch + timepoint. Differentially expressed genes over different timepoints were identified using the likelihood ratio test in DESeq2, using ~batch as the reduced model. 

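Run on the deposited counts with the same full and reduced models, DESeq2's likelihood ratio test gave 11718 genes changed over the time course at a false discovery rate of at most 0.05, among the 13007 genes that passed edgeR's filter. DESeq2's Wald tests called 7378 genes at 2 h, 9344 at 6 h and 9335 at 24 h against naive cells, of which 7220, 9174 and 9315 were also called by edgeR, each in the same direction. Between 6 h and 24 h, 7637 genes were called, 7463 of them by both tools and in the same direction.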

The results with a false discovery rate ≤0.05 were considered significant. For visualization purposes, normalized counts (generated with the vst function implemented in DESeq2) were corrected for batch effects using the removeBatchEffect function implemented in limma (version 3.50.3)^69^.

### Production of viral particles and BMDM transduction

Retroviral particles were produced transfecting PlatinumE packacking cells with the respective retrovial expression vectors using Lipofectamine3000 (Thermo Fischer) according the manufacturer’s instructions. For shRNA-mediated protein knock-down, lentiviral particles were produced by the transfection of 293T HEK cells with a combination of the lentiviral packaging vectors psPAX2 and pCAG-eco and the respective shRNA-encoding plasmid using Lipofectamine3000. Retro- and lentivirus-containing supernatant was collected every 24 h for 4 days. Bone marrow cultures were transduced on day 2 of BMDM differentiation by the addition of viral particles (1:3 dilution in BMDM medium). After 18 h, virus-containing medium was exchanged for BMDM medium, and the cells were cultured until fully differentiated. If required, virus-targeted BMDMs were sorted using the BD FACSAria III cell sorter FACSDiva (BD, v.8.0.1).

### Western blotting

BMDMs were lysed for 15 min on ice with lysis buffer (50 mM Tris, 150 mM NaCl, 0.1% Triton X-100, pH 7.4) supplemented with 1× Halt Protease Inhibitor Cocktail and 1× Phosphatase Inhibitor Cocktail (Thermo Fischer) and sheared with a 26G insulin syringe. A total of 25 µg of total protein were separated by SDS–polyacrylamide gel electrophoresis on 10% or 4–20% gradient polyacrylamide gels (Bio-Rad, 456-1094). Semi-dry protein transfer to a polyvinyl difluoride-membrane (Merck Millipore) was performed for 45–75 min at 10 V. Membranes were blocked for 1 h in 5% milk in Tris-buffered saline with 0.1% Tween (TBST) at room temperature. Primary antibody staining was performed overnight at 4 °C in TBST containing 2–5% BSA. Incubation with secondary antibodies was performed for 1 h at room temperature in 5% milk in TBST. The protein signals were detected using Amersham ECL Prime Western Blotting Detection Reagent and the ChemiDoc Touch Gel Imaging System (Bio-Rad). The images were prepared with the Image Lab v.5.2 TM Touch Software (Bio-Rad, v.1.0.0.15).

### Flow cytometry analysis

BMDMs were stained with: 100 nM MitotrackerGreen, 5 µM MitoSOX, 50 nM TMRM or 0.5 µM CellROX and and DAPI (0.5 µg ml^−1^). The cells were subsequently washed three times with prewarmed phenol-fee BMDM medium. To validate the expression of maker proteins used for spectral imaging, activated and control BMDMs were collected with 20 mM EDTA, incubated for 10 min on ice with Live Dead Fixable Viability eFluor780 or eFluor450 (1:1,000) in PBS and fixed using the Foxp3 transcription factor staining buffer set (eBioscience, 00552300). The samples were then incubated in wash buffer containing 5% FCS and CD16/32 blocking antibodies (1:1,000, BD Biosciences) for 1 h at room temperature and subsequently stained with primary antibodies in wash buffer for 1 h at room temperature. Secondary antibody staining was performed in wash buffer for 1 h at room temperature. All samples were measured on the BD LSR Fortessa cell analyser (BD Biosciences) data were analysed in FlowJo (BD Biosciences, v.10.7.1).

### Statistics and reproducibility

For all experiments, no statistical method was used to pre-determine sample size. Sample sizes are directly indicated in the figure legends. The imaging data were excluded from analysis when poor staining quality did not allow image acquisition, spectral unmixing or analysis. PGE_2_ measurements of BMDMs derived from knockout animals were excluded when a knockout could not be confirmed by western blotting or immunofluorescence analysis. C57BL/6 mice were randomly assigned from the breeding facility by the facility staff without knowledge of the experimental set-up for which the mice were intended. No other randomization has been performed. For image acquisition, FACS, metabolomic and TG analysis with BMDMs derived from knockout animals, investigators were blinded to allocation during experiments and outcome assessment. Mouse ID numbers were used as identifiers. No blinding occurred for all other experiments. Statistical analysis was performed using GraphPad Prism v.9.5.1. Statistical tests used are indicated in the figure legends and in Supplementary Information (Supplementary Table 4). The *P* values < 0.05 were considered statistically significant. Statistical differences are indicated as asterix (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001) or non-significant. Numeric *P* values are listed in in Supplementary Table 4. Heat maps were generated with Morpheus (Broad Institute). For two paragraphs, ChatGPT was used to improve English language. The schematics were generated with BioRender and Adobe Illustrator (Adobe, v25.0.1) and figures with Adobe Illustrator.

### Materials availability

No new, unique reagents, plasmids or mice were generated in this study.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01457-0.

### Supplementary information

Supplementary Information Supplementary FACS gating strategy and the corresponding figure legend.

Reporting Summary

Supplementary Data 1 Extended source data for TG lipidomics.

Supplementary Table 1 Table 1: used cloning primers. Table 2: used mtDNA primers. Table 3: organelle staining table. Table 4: statistics file including numerical *P* values for all relevant experiments.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 and Table 1 Statistical source data.

Source Data Extended Data Fig. 2 and Table 2 Statistical source data.

Source Data Extended Data Fig. 2 and Table 2 Unprocessed WBs.

Source Data Extended Data Fig. 3 and Table 3 Statistical source data.

Source Data Extended Data Fig. 4 and Table 4 Statistical source data.

Source Data Extended Data Fig. 5 and Table 5 Statistical source data.

Source Data Extended Data Fig. 6 and Table 6 Statistical source data.

Source Data Extended Data Fig. 7 and Table 7 Statistical source data.

Source Data Extended Data Fig. 7 and Table 7 Unprocessed WBs.

Source Data Extended Data Fig. 8 and Table 8 Statistical source data.

Source Data Extended Data Fig. 8 and Table 8 Unprocessed WBs.

Source Data Extended Data Fig. 9 and Table 9 Statistical source data.

Source Data Extended Data Fig. 9 and Table 9 Unprocessed WBs.

Source Data Extended Data Fig. 10 and Table 10 Statistical source data.

Source Data Extended Data Fig. 10 and Table 10 Unprocessed WBs.

## Data Availability

RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database and are available under the accession code GSE235484. The TG lipidomics data generated in the study can be found in Supplementary Data. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: Functional multi-organelle units control inflammatory lipid metabolism of macrophages
**Source:** Nat Cell Biol. 2024 Jul 5;26(8):1261–73. doi: 10.1038/s41556-024-01457-0
**Supplement:** Supplementary file 1 — Supplementary FACS gating strategy and the corresponding figure legend.

# Functional multi-organelle units control inflammatory lipid metabolism of macrophages

In the format provided by the  
authors and unedited

# Supplementary Information Figure

**a** gating strategy for intracellular staining of organelle markers used for OrgaPlexing

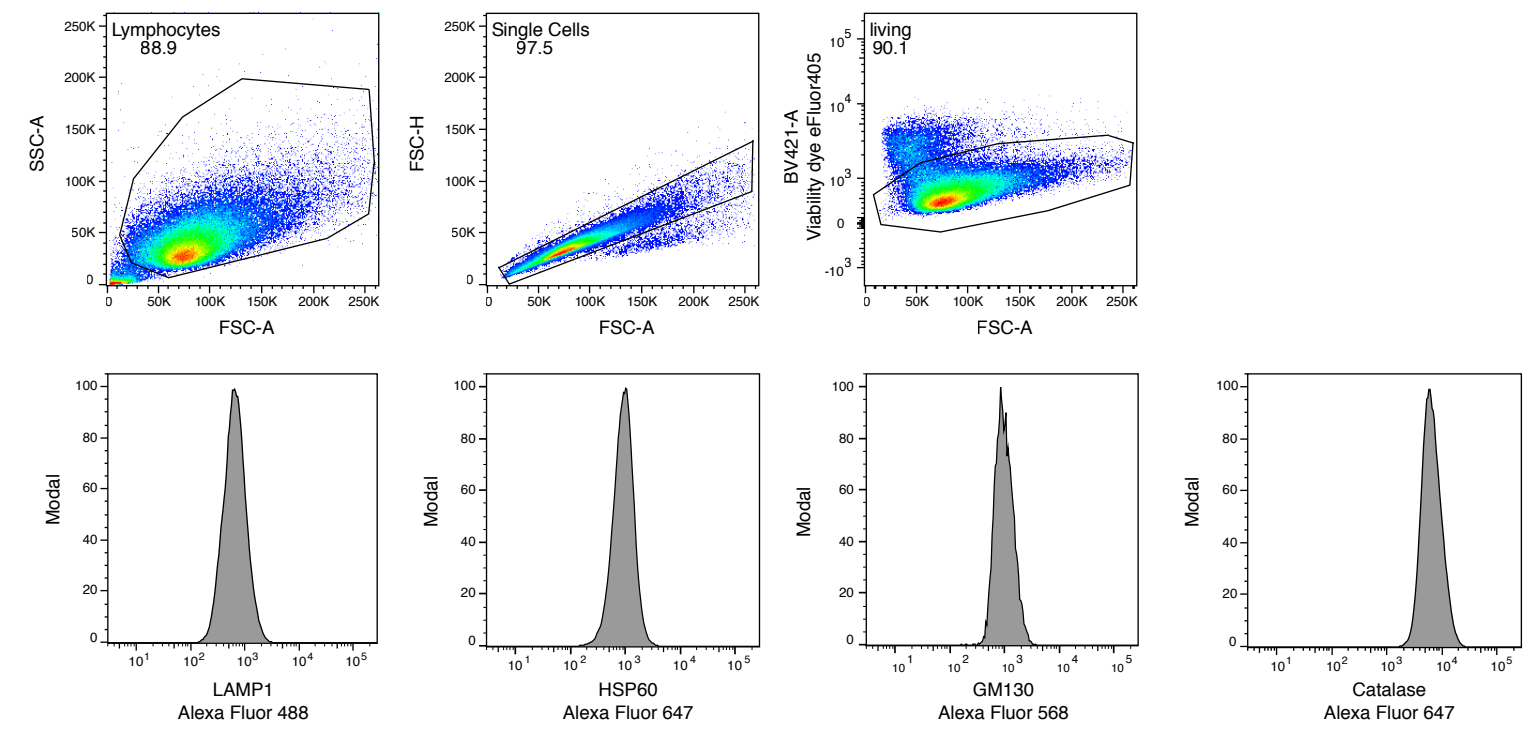

**b** gating strategy for living cells stained with CellROX, MitoSOX, MitotrackerGreen and TMRM

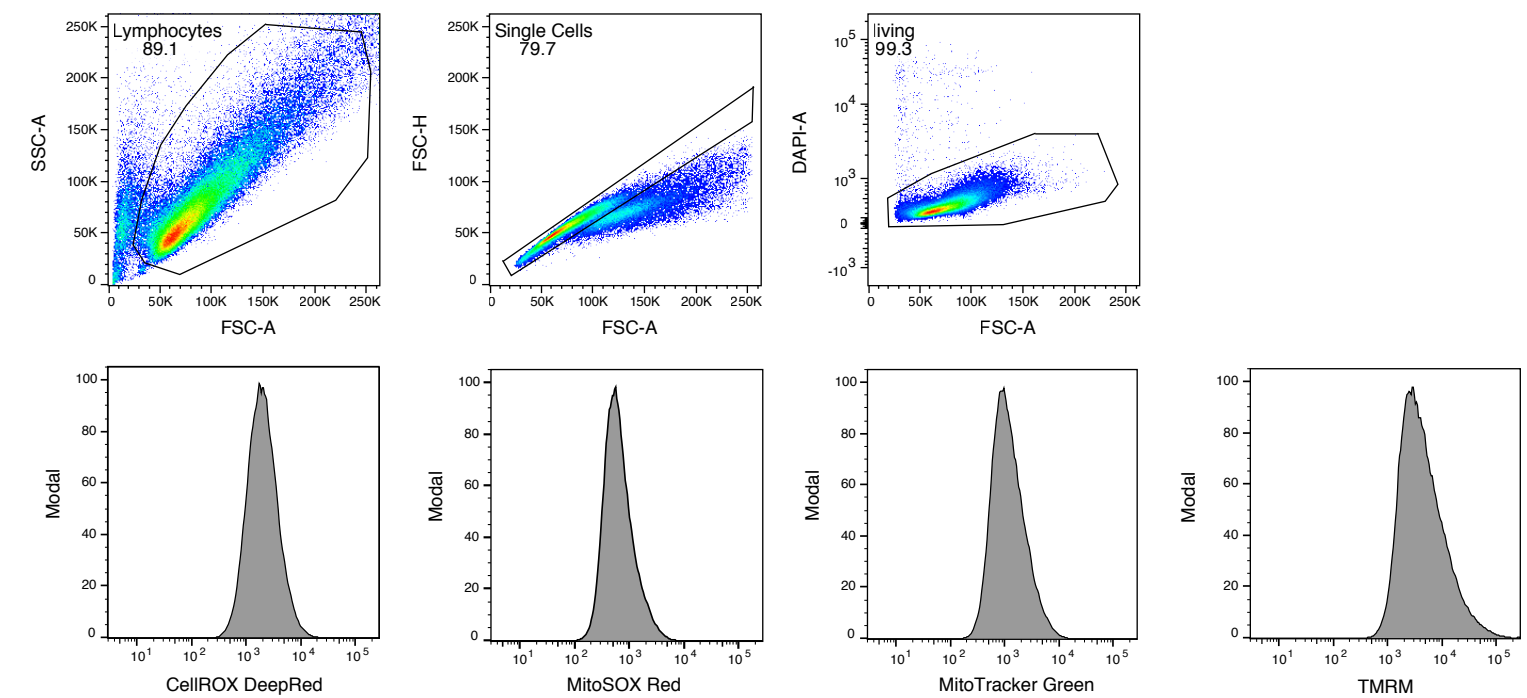

**Supplemental Information Fig. 1: Gating strategy for flow cytometry analysis.** **a** Gating strategy for organelle markers used for OrgaPlexing. BMDMs were gated for single cells, that were negative for Viability Dye eFluor405 (top). Representative histograms of organelle marker stainings for LAMP1, HSP60, GM130 and Catalase (bottom). **b** Gating strategy for BMDMs stained with intracellular dyes. BMDMs were gated for single cells, that were negative for DAPI (top). Representative histograms of CellROX, MitoSOX, MitoTracker and TMRM stainings (bottom).

How the deposited data were processed for this re-analysis (not part of the article)

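Poly(A) RNA of BMDMs was sequenced by the authors in 12 libraries: 5 of naive cells and, after LPS (20 ng ml-1) and IFNγ (50 ng ml-1), 2 of 2 h, 2 of 6 h and 3 of 24 h. The labels of the libraries give the sequencing batch: naive replicates 1 and 2 and all 2 h and 6 h libraries were batch 1, and naive replicates 3 to 5 and all 24 h libraries were batch 2. According to the paper, the authors trimmed the reads with cutadapt, aligned them to mm10 with STAR within snakePipes, and counted them on the genes of GENCODE M19 with featureCounts before depositing the counts. The deposited table holds whole-number counts for 54842 genes in 12 columns, without normalization, and all 12 columns were used. The paper does not state the strand setting or the treatment of reads that align to several places. Gene symbols, coordinates and overlaps came from GENCODE release M21 on GRCm38, and 102 gene names that stand for more than 1 gene were resolved by identifier.

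The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, with DESeq2 1.42.0 as an alternative, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. Genes were kept by edgeR's filterByExpr by condition, which left 13007 genes over all 12 libraries and 11979 over the 6 libraries of batch 2. Libraries were scaled by TMM factors, dispersions were estimated by estimateDisp and glmQLFit with robust = TRUE, and quasi-likelihood F tests were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fit of all 12 libraries had terms for time point and batch and 7 residual degrees of freedom. It gave a joint test of the 3 time points, each time point against naive cells, 24 h against 6 h, and batch 2 against batch 1 in naive cells. The 3 lists of Extended Data Fig. 4e were tested in batch 2 alone, since the values of that panel come from these libraries, and again in the fit of all 12 libraries. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the TMM-scaled library size relative to its mean over the 12 libraries, and their errors are standard deviations between libraries. Counts of 3 or fewer were taken as the floor, and folds against a group at the floor are given as lower bounds. These bounds, and chi-square values between replicates, cover counting error.

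The gene lists were LD metabolism, mitochondrial β-oxidation and peroxisomal β-oxidation from Extended Data Fig. 4e, the 6 tether candidates of Fig. 4a, the genes of products the paper names, activation markers, PGE_2_ synthesis, mitochondrial fission and fusion, contact site genes, peroxins, de novo fatty acid synthesis, cholesterol synthesis, sex genes, and markers of fibroblasts, neutrophils, B cells, mast cells and basophils, dendritic cells, T and NK cells and erythroid cells. Any gene of a list could be named where its list is reported. In addition, at each time point the first 3 rising and the first 3 falling genes by fitted log2 fold change against naive cells could be named, among genes past the threshold with a mean of at least 50 normalized counts in the higher group and a change in the same direction in every pair of a treated and a naive library of a batch. Set tests covered 10 lists with limma's camera at a preset inter-gene correlation of 0.01, with the correlation estimated from the data, and with fry.

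The alternatives were DESeq2's size factors or library size alone in place of TMM, no filter on low counts or at least 10 counts in every library, DESeq2 in place of edgeR, no batch term, the replicate number as a further term, batch 1 alone, each library left out in turn, DESeq2's normal-prior shrinkage, and vst values with the batch effect removed by limma, as the paper did for visualization. The steps were tested on simulated data. With 200 genes changed in simulated counts, batch 2 alone called 194 of them with 18 false calls among 11840 genes, and 24 h against 6 h called 376 of 396 changed genes with 20 false calls. These changes were at least 2-fold and balanced up and down, so smaller changes and a shift of most genes were not tested. A simulated mixture of 1% and 2% of 2 h and 6 h libraries in a naive library was returned as 1.00% and 2.00%. Whether replicate numbers pair libraries of different time points was tested by the correlation of replicate differences across genes. No library was left out. The result of 1 gene of the lists is not reported on its own here and is not drawn. Imaging, lipidomics, metabolite and protein measurements of the paper were not analysed here.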

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

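In naive replicate 2, the tests of a mixture with treated libraries, of a single stage and of several stages of activation, of a shift in composition and of the rise of single markers of other cells were chosen after the result was seen, and so were those of a mixture with 24 h libraries and of the rise of single markers in naive replicate 4. The comparisons, gene lists, named genes and alternatives to the processing were chosen before the data were examined.

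For 20 of 54 named genes, 1 of the 5 naive libraries lay farther from the others than Dixon's critical value at the 95% level allows, where chance gives about 1 in 20. The ratio of the gap to the range is given for each. Naive replicate 2 was the highest for *Ptgs2* (0.910), *Nos2* (0.925), *Il1b* (0.826), *Il6* (0.964), *Il12b* (0.876), *Tnf* (0.846), *Acod1* (0.816), *Cxcl9* (0.902), *Cxcl10* (0.807), *Gbp2b* (0.926), *Serpina3f* (0.914), *Unc80* (1.00), *Csf2* (1.00) and *Gbp10* (1.00). Naive replicate 4 was the highest for *Mgll* (0.857), *Acadl* (0.750), *Gpr183* (0.771), *Gfi1* (1.00), *Btla* (1.00) and *B230303A05Rik* (1.00). The genes with a ratio of 1.00 had at most 3 counts in any naive library and carry no weight.

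The genes raised in naive replicate 2 are inflammatory transcripts: *Ptgs2* had 1521 normalized counts there, 149 in naive replicate 1, and 39.9, 19.5 and 12.6 in naive replicates 3, 4 and 5. Over 97 strongly induced genes, naive replicate 2 had a median of 3.71 times the level of naive replicate 1. Several explanations were argued against. With a weak activation of the whole culture, genes that fall at least 8-fold at 6 h would be lowered, but the slope of the difference between naive replicates 2 and 1 on the 6 h log2 fold change was 0.00657 (95% interval 0.00119 to 0.0118, 243 genes) for falling genes, against 0.166 (0.150 to 0.181, 617 genes) for induced genes. The marker lists of neutrophils and B cells (5 and 2 genes with enough counts, some of which macrophages also express) had median log2 differences of -0.23 each. These medians do not decide, since the markers went both ways. *S100a8*, *S100a9*, *Ngp* and *Cd79b* fell, while *Ltf* (27.3 to 41.9 normalized counts), *Lcn2* (32.9 to 43.1) and *Ighm* (27.3 to 30.7) rose. Neutrophils and B cells therefore stay open. Fibroblasts, mast cells and basophils, T and NK cells and erythroid cells were argued against where they carry the listed markers. None of their 32 markers rose by more than 1.77 normalized counts over naive replicate 1, while the 97 genes rose by a median of 105. Dendritic cells stay open, since *Fscn1* rose by 43.4, although it also rises in treated libraries, and cells of types without a marker list were not tested. A shift in composition, which moves the genes of a library alike, was argued against by the genes that do not respond, with a median log2 difference of -0.026 (95% interval -0.037 to -0.012, 874 genes) when scaled by library size alone. Cells at the stage of 2 h alone or 6 h alone were argued against, but weakly. The better single profile placed 76.3% of the 97 genes within 2-fold (the 2 h profile 50.5%), fewer than the sum of both given below, which has more freedom to fit. A single stage between 2 h and 6 h was not tested and stays open.

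A sum of 1.07% of the 2 h profile (95% interval 0.960% to 1.19%) and 1.38% of the 6 h profile (1.28% to 1.48%) placed 96 of the 97 genes (99.0%) within 2-fold of the excess in naive replicate 2. A candidate explanation is therefore reads or RNA of the treated libraries of batch 1 in this library, for example from handling or index assignment. A small share of cells activated to several stages, 2.46% in total, cannot be told apart from it, because both add the same profiles. RNA of 24 h libraries also stays open, since only 2 genes were high at 24 h alone (median excess 0.299% of their 24 h level). Naive replicate 1 compared with naive replicates 3 and 5 gave 0.520% of the 2 h profile and 0.0724% of the 6 h profile, but with 46.0% of 87 genes within 2-fold. Without naive replicate 2, the median log2 fold change of genes raised at least 32-fold went from 5.85 to 6.90 at 2 h (180 genes) and from 6.19 to 7.12 at 6 h (310 genes), and that of *Ptgs2* from 5.99 to 8.49 at 2 h and from 6.91 to 9.40 at 6 h.

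Naive replicate 4 had 24 genes at least 4-fold above both other naive libraries of batch 2, and naive replicates 3 and 5 had 0 each. *Mgll* had 149 normalized counts there, and 5.99 and 26.3 in naive replicates 3 and 5, while *Acadl* (1512 against 1310.1 to 1360.4 in the other naive libraries) and *Gpr183* (809 against 687 to 715) differed little. A mixture with 24 h libraries was argued against, since 1 share of the 24 h level placed 14.1% of 64 strongly induced genes within 2-fold. Of the 24 genes, 8 rose and 8 fell at 24 h. The marker lists of neutrophils and B cells had median log2 rises of 0.0099 and 0.066. These medians do not decide, since the neutrophil markers went both ways and the B cell list had 2 genes with enough counts. *Ltf* had 23.9 normalized counts against 12.0 and 19.5 in naive replicates 3 and 5, and *Lcn2* 11.9 against 25.0 and 14.9. Neutrophils and B cells therefore stay open. Fibroblasts, mast cells and basophils, dendritic cells, T and NK cells and erythroid cells were argued against only where they carry the listed markers. None of their 40 markers rose by more than 0.671 normalized counts, while the 24 genes rose by a median of 164. The 24 genes are on none of the marker lists, so cells of these types that lack the listed markers stay open. Cells of types without a marker list were not tested and stay open. What raised these genes stays open. The value of *Mgll* rests on this library.

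For 7 genes of the lists of Extended Data Fig. 4e or of products the paper names, the changes at 6 h and at 24 h were past the threshold in opposite directions, and the test of 24 h against 6 h was past it as well. *Dgat1* (difference 1.57 on the log2 scale), *Cideb* (4.51), *Cpt1a* (0.93), *Slc25a20* (1.01), *Abcd4* (1.92) and *Cat* (2.09) were lower at 6 h and higher at 24 h, and *Hadhb* (-0.77) was higher at 6 h and lower at 24 h. The same held for the 7 genes with DESeq2's size factors. With library size alone, which shifted the median of all genes by -0.60 at 6 h and -0.46 at 24 h, the opposite directions were lost for 3 of them: the 24 h values of *Dgat1* (0.12, from 0.58) and *Cpt1a* (0.012, from 0.47) no longer reached the threshold, and *Hadhb* was lower at 6 h as well (-0.30, from 0.31). The 24 h rises of the other 4 were also smaller then, with *Abcd4* at 0.19 and *Cat* at 0.16, while the difference between 24 h and 6 h stayed past the threshold for the 7 genes. *Cideb* had 0 and 1 counts in the 6 h libraries, so that its fitted values depend on the prior count (it was at least 8.64-fold higher at 24 h than at 6 h), and shares 76.3% of its exon bases with *Nop9* on the opposite strand, and *Hadhb* shares 18.1% of its sequence with *Gm13910*. The times lie in different batches, so a difference between the batches in the response to LPS/IFNγ stays open for these 7 genes and was not tested.

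As sets, the peroxisomal β-oxidation genes were higher at 24 h than at 6 h (adjusted p = 0.0166 from camera, median log2 fold change 0.97, 9 genes higher and 2 lower) and the cholesterol synthesis genes lower (adjusted p = 0.00353, median -1.07, 3 higher and 15 lower). With an estimated correlation neither reached the threshold (adjusted p = 0.137 and 0.248), and with fry both did (1.40e-08 and 1.99e-06). For the peroxisomal list, the difference between batches in naive cells was argued against as the source, since the median without the batch term was 0.96, and a trend on GC content and length was argued against, since 9 genes of the list still rose after it was removed. A fall by 6 h and a partial recovery by 24 h may therefore be a response to LPS/IFNγ, as a hypothesis found and tested on the same libraries, unless the cells of the batches responded differently, which was not tested.

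The paper shows the 3 lists of Extended Data Fig. 4e at 24 h, and they had changed before. At 2 h, 17 LD metabolism genes had changed (6 higher, 11 lower), 13 mitochondrial β-oxidation genes (3 higher, 10 lower) and 8 peroxisomal β-oxidation genes (1 higher, 7 lower). At 6 h these were 21 (10 higher, 11 lower), 23 (3 higher, 20 lower) and 12 (1 higher, 11 lower), with median log2 fold changes of 0.07, -0.68 and -1.22. The set tests at 6 h gave an adjusted p of 0.00307 for the mitochondrial and 0.00240 for the peroxisomal list, both lower, with 0.0815 and 0.0613 under an estimated correlation and 1.59e-08 and 5.96e-11 with fry. A trend on GC content and length was argued against, since 57 genes of the 3 lists changed at 6 h after it was removed and 56 before. A fall of both oxidation lists before 24 h is consistent with these values, as a hypothesis. Its size is relative to all genes, as scaling by library size alone shifted the median of all genes by -0.60 at 6 h.

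Of 22 cholesterol synthesis genes, which the paper does not report, 17 were lower and 2 higher at 24 h, with a median log2 fold change of -0.86 (adjusted p = 0.00157 from camera, 0.234 with an estimated correlation and 8.30e-08 with fry). A trend on GC content and length was argued against, since 19 genes fell after it was removed. With DESeq2's size factors 17 genes fell, and with library size alone 20. The former shifted the median of all genes by 0.0074 and the latter by -0.46, so neither could have removed the falls. A shift in composition, which moves the genes of a library alike, was argued against for the list as a set. All genes had a median log2 fold change of -0.018 at 24 h, against -0.86 for the list with 17 genes lower and 2 higher. For single genes, and for the size of the falls, composition stays open.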

How the results depend on the processing

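No test in this part was chosen after the result was seen. Over counts of genes and the set tests of the 3 lists of Extended Data Fig. 4e, 206 of 235 values under alternatives other than leaving out a library stayed on the same side of the threshold or within 1.5 times, 26 counts moved, 1 set test was weaker and 2 were stronger. For single genes, the set tests of the 7 other lists and other values, 772 of 854 stayed, 27 were weaker, 20 stronger, 15 moved and 20 reversed. When 1 library was left out, 157 of these counts and set tests stayed, 1 was weaker and 1 moved. Of the 588 values of the second kind 512 stayed, 2 were weaker, 3 stronger, 65 moved and 6 reversed. The cause was not tested except where stated.

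With library size alone in place of TMM factors, the higher and lower genes were 2067 and 8381 at 2 h, 2635 and 8509 at 6 h, 2744 and 7877 at 24 h, and 2640 and 7631 at 24 h in batch 2 alone, since this scaling shifts the median of all genes. Genes lower in batch 2 among naive cells were 2468. LD metabolism genes were 8 higher and 15 lower, mitochondrial and peroxisomal genes 1 higher each, and 0 tether candidates fell between 6 h and 24 h. *Mfn2* (-0.43) and *Vps13d* (-0.036) reversed at 6 h, *Vps13a* at 2 h (-0.37) and 6 h (-0.46), and *Pnpla2* (-0.38) and *Acaa1a* (-0.20) at 24 h in batch 2.

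Without the batch term, *Mfn2* reversed at 6 h (-0.080), at 24 h (0.084) and between 6 h and 24 h (0.16), *Vps13a* at 2 h (-0.47), 6 h (-0.43), 24 h (0.18) and between 6 h and 24 h (0.61), and *Spast* between 6 h and 24 h (-0.010). The number of tether candidates that fell between 6 h and 24 h was 0 without the batch term, 0 without a filter and 2 with DESeq2's size factors, and the number that rose was 1 with at least 10 counts in every library, where *Dgat2* was not tested, and 1 with DESeq2. At an unadjusted p under 0.05 the candidates that fell were also 0 with library size alone, without a filter, without the batch term and with the replicate block, and 1 without naive replicate 3. *Vps13d* between 6 h and 24 h had a value near 0 and took the other sign with size factors (-0.066), at least 10 counts (-0.032), DESeq2 (-0.068), vst values (-0.018) and shrinkage (-0.062).

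With the replicate number as a block (replicate block), naive cells differed between batches in 2671 genes (1425 higher, 1246 lower), 5 LD metabolism genes were lower, and 1 tether candidate changed between 6 h and 24 h (1 higher, 0 lower). Over all 12 libraries this block joins libraries of different batches by number. Naive replicates 4 and 5, the only libraries of their numbers, drop out of its comparisons, which therefore rest on fewer naive libraries. Replicate differences of batch 1 correlated across genes with r = 0.125 between naive and 2 h, -0.0264 between naive and 6 h and 0.000484 between 2 h and 6 h (10281 genes, which are not independent replicates), so the numbers did not pair the libraries.

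Among set tests in batch 2, the LD metabolism list (0.000101) and the peroxisomal list (6.05e-06) passed the threshold with fry, as did those of PGE_2_ synthesis (6.05e-06), de novo fatty acid synthesis (6.05e-06), fission and fusion (7.51e-06) and contact sites (0.00244). The mitochondrial list (0.147), the activation markers (0.0953) and the cholesterol synthesis list (0.0953) did not pass it with an estimated correlation, and the peroxin list changed its direction with fry (0.615), with no call. When each library was left out in turn, the tether candidates that fell ranged from 0 (without naive replicate 3) to 1, and the set test of the mitochondrial list from 0.0256 (without naive replicate 3) to 0.0566 (without 24 h replicate 1). *Vps13d* between 6 h and 24 h ranged from -0.082 (without naive replicate 2) to 0.077 (without naive replicate 1), *Vps13a* at 2 h from -0.0089 (without 2 h replicate 2) to 0.24 (without naive replicate 2), and *Spast* between 6 h and 24 h from -0.0074 (without naive replicate 2) to 0.18 (without 6 h replicate 2). The set tests of contact site genes (0.843 to 0.976) and peroxins (0.843 to 0.994) changed their direction without naive replicate 4, and that of peroxins also without naive replicate 5, with no call. Fits that left 1 library in a group gave log2 fold changes but no calls. *Dgat2* and *Cideb* had few counts, which limits the precision of their changes.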

Differences from the paper's values

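No test in this part was chosen after the result was seen. The paper's source data of Fig. 4a give log2 fold changes against naive cells, and all are on the log2 scale, as the values here are. For *Mfn2* the paper's values are -0.32, -0.014 and 0.12 at 2 h, 6 h and 24 h, against -0.11, 0.17 and -0.065 here. For *Vps13d* the paper's values are -0.44, 0.31 and 0.80, against -0.16, 0.57 and 0.57 here. For *Dgat2* the paper's values are 1.73, 1.82 and 2.29, against 0.63, 0.69 and 2.96 here. For *Vps13a* the paper's values are -0.38, -0.32 and 0.25, against 0.11, 0.14 and -0.11 here. For *Spast* at 6 h the paper's value is -0.31, against -0.42 here.

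Of the alternatives set before the data were examined, the fit without the batch term brought all 13 values within the error, with -0.36, -0.080 and 0.084 for *Mfn2*, -0.50, 0.23 and 0.76 for *Vps13d*, 1.31, 1.37 and 1.88 for *Dgat2*, -0.47, -0.43 and 0.18 for *Vps13a* and -0.36 for *Spast*, and of the 18 values of the panel 0 differed from the paper's. For *Dgat2* at 24 h, library size alone (2.51), shrinkage (2.56) and leaving out naive replicate 3 (2.64) did so too, and for *Vps13a* at 2 h library size alone (-0.37). For *Spast* at 6 h, DESeq2's size factors (-0.34), DESeq2 (-0.34), shrinkage (-0.34), vst values (-0.21), batch 1 alone with (-0.38) or without (-0.38) a block, and leaving out naive replicate 2 (-0.33) or 6 h replicate 1 (-0.33) did. The remaining alternatives did not, for any of the 13 values.

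The paper gives a depth of 16M reads per sample, and the median of counts on genes in batch 1 was 25.9M. No alternative set before the data were examined applies to this value.

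The paper states that the tether candidates of Fig. 4a were raised between 6 h and 24 h. Here *Miga2* (0.47) and *Dgat2* (2.27) rose and *Mfn2* (-0.24) fell past the threshold, and *Vps13d* (0.00), *Spast* (0.08) and *Vps13a* (-0.26) did not pass it. The paper's own values give 0.13 for *Mfn2*, 0.49 for *Vps13d*, 0.56 for *Miga2*, 0.47 for *Dgat2*, 0.58 for *Vps13a* and -0.04 for *Spast*. Of the alternatives set before the data were examined, the fit without the batch term gave a positive difference for *Mfn2* (0.16) and *Vps13a* (0.61), neither past the threshold, and one past it for *Vps13d* (0.53), while that of *Dgat2* (0.50) no longer passed it. The paper also states that the expression of MIGA2 was raised in late inflammatory macrophages, and *Miga2* at 24 h differed from naive cells by -0.10 here (-0.56 with library size alone) and by -0.03 in the paper's values.

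Of the 65 genes of Extended Data Fig. 4e, the paper calls 52 and 52 were called here, 49 of them by both and in the same direction. Among the genes that the paper calls, *Pnpla2* and *Mgll* were not called here, and *Tmem159*, *Gpam* and *Agpat3* were called here and not by the paper. Of 63 tested genes, 62 had the same direction, and *Acox3* was -0.01 here (adjusted p = 0.977 from edgeR's test), against 0.01 in the paper's values. *Pnpla2* (0.07, adjusted p = 0.184) was called without 24 h replicate 1 (0.13, adjusted p = 0.0264 from edgeR's test) and, in the opposite direction, with library size alone (-0.38, adjusted p = 5.73e-08), and its adjusted p ranged up to 0.739 (replicate block) over the alternatives. *Mgll*, which did not pass the filter in batch 2, was called with all 12 libraries and a batch term (adjusted p = 0.0340 from edgeR's test). Its 24 h libraries had at most 3 counts, so its fitted log2 fold change of -4.94 depends on the prior count. Against the mean of the naive libraries of batch 2, *Mgll* was at least 14.4-fold lower, but this mean rests on naive replicate 4. That library had 149 normalized counts, against 5.99 and 26.3 in naive replicates 3 and 5, so the value is no bound for those 2 libraries. *Mgll* was not called in the other alternatives that tested it (adjusted p from 0.0552 without naive replicate 3 to 0.240 without 24 h replicate 2). *Tmem159* (0.24), *Gpam* (-0.49) and *Agpat3* (-0.20) had an adjusted p of 0.00502, 0.000106 and 0.00143, and of the alternatives set before the data were examined only the replicate block did not call them (adjusted p = 0.0817, 0.0717 and 0.258), while library size alone called *Tmem159* in the opposite direction (-0.21).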

Other observations

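No test in this part was chosen after the result was seen. The 8 activation markers were higher at 2 h, 6 h and 24 h, with median log2 fold changes of 6.17, 6.63 and 9.71 (8.62 at 24 h with *Il6* and *Il12b*, whose naive libraries of batch 2 were at the floor, at their lower bounds). *Ptgs2* (chromosome 1 from 150100031 to 150108227) rose by 5.99, 6.91 and 11.20 on the log2 scale, and *Ptges* (chromosome 2 from 30889471 to 30929863) by 2.92, 4.65 and 5.89, and by 1.24 between 6 h and 24 h. The early values of the activation markers and of *Ptgs2* depend on naive replicate 2, without which the medians of the markers were 8.27 at 2 h and 8.55 at 6 h (with *Nos2* at 7.54 in place of 4.71, *Il6* at 8.49 in place of 4.61 and *Cxcl9* at 8.28 in place of 5.80 at 2 h), and *Ptgs2* was at 8.49 and 9.40. At 24 h, *Nos2* was at 11.86, and at 14.33 without naive replicate 4. Of 7 PGE_2_ synthesis genes, 5 were higher and 2 lower at 24 h, the latter *Ptgs1* (-4.54) and *Hpgd*, which had at most 1 count in each 24 h library and was at least 87.0-fold lower. *Acsl1* rose by 2.23 at 2 h and 4.07 at 6 h, *Acsl4* by 1.15 and 1.27, and *Acsl5* by 0.53 and 1.75, the first of which is near the size of the shift of -0.48 in the median of all genes that library size alone gave at 2 h, while *Acsl3* changed by -0.12 (adjusted p = 0.325 from edgeR's test) and -1.89.

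Of 10 genes of mitochondrial fission and fusion, 6 changed at 24 h and these were higher, with *Dnm1l* at 0.52, *Mief2* at 1.75 and *Mfn1* at -0.13 (adjusted p = 0.108 from edgeR's test), and *Opa1* unchanged (-0.07). The list had a median log2 fold change of 0.44. Library size alone shifted the median of all genes by -0.46 at 24 h, so rises near this size, such as that of *Dnm1l*, may depend on the scaling. Of 16 peroxin genes, 5 were higher and 6 lower at 24 h, and 7 rose and 1 fell between 6 h and 24 h. Of 13 genes of de novo fatty acid synthesis, 8 were lower and 3 higher at 24 h, and 10 lower and 1 higher at 6 h, with *Fasn* at -2.99 at 24 h. Of 23 genes of products the paper names, 13 were higher and 4 lower at 24 h. The 36 tested of 38 contact site genes rose in 21 cases and fell in 3 between 6 h and 24 h, with a median log2 fold change of 0.34. Whether contact site genes rise together in that interval was left open by the set test (adjusted p = 0.0558 from camera, 0.137 with an estimated correlation and 1.99e-06 with fry).

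Of 5 sex genes, 4 were above 10 normalized counts in some library, with *Ddx3y* up to 1416, and *Xist* was not. Of 10 fibroblast markers 3 were above 10, with *Pdgfrb* up to 224 at 6 h, and 2 of these rose at 6 h. Of 10 neutrophil markers 6 were, with *Lcn2* up to 4974 at 24 h, of 7 B cell markers 2, with *Cd79b* up to 72.8 in naive replicate 1, of 8 mast cell and basophil markers 1, with *Gata2* up to 33.4, and of 8 dendritic cell markers 5, with *Fscn1* up to 3403 at 6 h. No marker of T and NK cells (8 genes, up to 6.87) or erythroid cells (6 genes, 0) was above 10. Macrophages also express several of these genes, so the lists do not show other cells in the libraries.

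The naive libraries differed between batches in 7364 genes. A difference in depth was argued against, since 7044 genes differed after batch 1 was thinned to the median depth of batch 2, and a trend on GC content and length was argued against, since 6840 differed after it was removed, although the batch difference was correlated with GC content (Spearman's rho -0.282) and length (0.366) across genes, which are not independent replicates. Reads or RNA of the treated batch 1 libraries were argued against as the whole source, since 825 of 1819 genes that do not respond at 2 h or 6 h (45.4%) differed as well. Cultures, mice and handling differed between batches in ways that the labels do not give, and these stay open.

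Of the 56 splits of the 8 naive and 24 h libraries into groups of 5 and 3, 2 gave as many as the 9889 genes changed at 24 h. The other one set the 3 naive libraries of batch 2 in the place of the 24 h libraries, which with the batch term is the real comparison with the sign turned. Of the 10 splits of the 6 libraries of batch 2, 1, the real one, gave as many genes as were changed in batch 2 alone, and the other splits gave 0 (at most 21 genes at an unadjusted p under 0.05, against 9659 in the real one). The same held for the lists of LD metabolism (1 of 10), mitochondrial β-oxidation (1 of 10) and peroxisomal β-oxidation (1 of 10), where the other splits gave 0 genes at either threshold, and 3 libraries against 3 cannot give a smaller share.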
